# RNA-seq and GSEA identifies suppression of ligand-gated chloride efflux channels as the major gene pathway contributing to form deprivation myopia

**DOI:** 10.1038/s41598-021-84338-y

**Published:** 2021-03-05

**Authors:** Loretta Giummarra Vocale, Sheila Crewther, Nina Riddell, Nathan E. Hall, Melanie Murphy, David Crewther

**Keywords:** Gene expression, Transcriptomics, Ion channels in the nervous system, Molecular neuroscience, Visual system

## Abstract

Currently there is no consensus regarding the aetiology of the excessive ocular volume that characterizes high myopia. Thus, we aimed to test whether the gene pathways identified by gene set enrichment analysis of RNA-seq transcriptomics refutes the predictions of the Retinal Ion Driven Efflux (RIDE) hypothesis when applied to the induction of form-deprivation myopia (FDM) and subsequent recovery (post-occluder removal). We found that the induction of profound FDM led to significant suppression in the ligand-gated chloride ion channel transport pathway via suppression of glycine, GABA_A_ and GABA_C_ ionotropic receptors. Post-occluder removal for short term recovery from FDM of 6 h and 24 h, induced significant upregulation of the gene families linked to cone receptor phototransduction, mitochondrial energy, and complement pathways. These findings support a model of form deprivation myopia as a Cl^−^ ion driven adaptive fluid response to the modulation of the visual signal cascade by form deprivation that in turn affects the resultant ionic environment of the outer and inner retinal tissues, axial and vitreal elongation as predicted by the RIDE model. Occluder removal and return to normal light conditions led to return to more normal upregulation of phototransduction, slowed growth rate, refractive recovery and apparent return towards physiological homeostasis.

Myopia (short-sightedness) is the most common visual disorder worldwide and the greatest risk factor for severe ophthalmic diseases in older individuals especially those with high (-5D) refractive errors^1^. Myopia is also a public health concern^2,3^ due to its rapid increase in prevalence (> 80% in young adults in Singapore^2^, Taiwan^4^ and China^5–7^). Indeed the global prevalence of myopia has been predicted to rise from 28% (2 billion people) in 2010 to 50% (5 billion people) in 2050^3^. The severity and early onset of myopia^7^ in many newly urbanized societies implicates both genetics and environment in its induction.

Clinical and experimental myopia share similar morphology and pathophysiology, with the hallmark characteristic being excessively large eyes with abnormal axial elongation especially of the vitreous chamber. As yet, there is no consensus as to why or how this increase in ocular volume is induced though it is well accepted that myopia is a visually driven process and that the retina, and the photoreceptors in particular, are the neural elements primarily sensitive to temporal modulation of luminance^8^. Many early animal studies exploring the aetiological mechanisms associated with the effects of abnormal light conditions on axial elongation^9,10^ were concerned with effects on scleral^11–14^ and choroidal mechanisms^13–15^. Roles for GABA^16^, glucagon^17–19^ and dopamine^20^ in refractive error development have also received extensive investigation, though few studies have explicitly considered how such theories could *physiologically* explain the large eyes that are the hallmark of clinical myopia or the source of the rapid changes in axial length in humans^21–27^ as a result of 30 min of prolonged accommodation or water drinking. In animal models of myopia,  rapid axial elongation, refractive change and altered gene expression^28^ is seen following 6 h of − 10D optical defocus in chicks or within 30mins of removal of form deprivation^29^; see Fig. 1.

**Figure 1:**
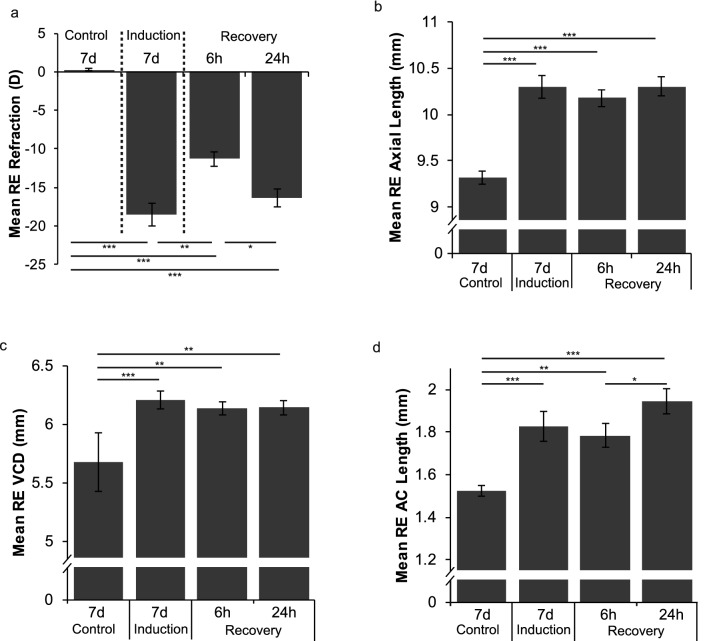
Biometric measurements of normal and form deprived (FD) chicken eyes following induction and recovery from form deprivation myopia. Chickens were visually deprived by occlusion of their right eye then given a variable number of hours of normal visual experience (T = 0 h, 6 h, and 24 h). At each timepoint (n = 8), biometric measures were taken including (**a**) refraction, (**b**) axial length, (**c**) vitreous chamber depth (VCD) and (**d**) anterior chamber (AC) length. Note: VCD is measured from the posterior surface of the lens to the fibre layer of neural retina. AC length is measured from the anterior surface of the lens to the cornea. For AL measurements of specific chicks utilised in the RNA-seq analysis, refer to Supplementary Table 9.

One such physiological model of myopia development based on very well established retinal/RPE physiology and extensive literature relating to rapid light/dark induced fluid shifts in the retina^29–33^ has been proposed by Crewther^34^ as the Retinal Ion Driven Efflux (RIDE) model of myopia. This model postulates that occlusion or acute blur perturbs phototransduction and hence slows the rate of exchange of ions and fluid between photoreceptors, sub-retinal space (SRS) and retinal pigment epithelium (RPE), and consequently attenuates the normal chloride anion driven efflux of fluid from the vitreous across the retina/RPE^30,33,35–37^ to choroid. This model is well supported by ultrastructural evidence^38^ showing edema in the retina and extensive hyperosmolar stress in the nuclei, mitochondria and basal membranes of the Retinal Pigment Epithelium (RPE)^22,29,39^. Liang et al.^29,39^ and Crewther et al.^22^ have also employed Scanning Electronmicroscopy with elemental microanalysis to demonstrate increased potassium, sodium and chloride ion concentrations across the posterior eye following form deprivation. Thus we aimed to investigate if the biochemical pathways identified by RNAseq transcriptomics during induction of FDM and short term recovery would refute or add any support for the RIDE model theory.

To date, molecular research into gene models of myopia induction have been dominated by human genome wide association studies (GWAS)^8,40–57^ and limited pathway analysis with subsequent transcriptome analyses of single differentially expressed genes (DEGs)^58–71^ or proteins^72–83^. The lack of consistent results for the above studies could largely arise due to the stability of non-profound refractions of humans in many of the GWASs and the use of differing species, ocular tissues, durations of form deprivation or hours of optical defocus and relative state of refractive compensation. However, more recent use of comparative pathway analysis techniques, and threshold free pathway analysis of multiple gene sets (ie gene set enrichment analysis (GSEA)) in particular have begun to provide more useful insights highlighting dysregulation in several fundamental biological pathways^28^. In particular, form-deprivation (FD) myopia has now been associated with molecular mechanisms of suppression of neuron structure/growth, signal transduction and inner retinal neurotransmitters associated with Cl^−^ ion transport^63,70^, while transcriptomic changes associated with early optical induction of myopic and hyperopic refractive errors also highlight altered metabolic pathways in response to lens induced myopia (LIM)^69^.

The primary aim of this study was to extend our previous transcriptome microarray study of the differentially affected genes and biochemical pathways during prolonged chick FDM and the early hours of recovery, by using next-generation RNA sequencing technology. This technique possesses greater theoretical sensitivity to further elucidate the molecular pathway underpinning the axial length changes in FDM and during recovery than microarray technology. We have aimed to assess expression of a priori identified gene sets and biological pathways associated with myopia using GSEA rather than individual differentially expressed genes (DEGs) (Reviewed in^28^). The RIDE model and previous molecular work has suggested that gene families associated with cone phototransduction and outer and inner retinal solute transport and energy metabolism, should characterize pathways likely to be associated with increased ocular growth during the induction of form-deprivation myopia (FDMI) and slower growth rates during refractive recovery (FDMR) following reintroduction of normally modulated light conditions.

## Material and methods

### Animals

Thirty-two male chicks (Leghorn/New Hampshire) were raised with unlimited food and water in a controlled environment on a 12-h light/12-h dark cycle and with the temperature maintained at 30 ± 0.5 °C. Illuminance was maintained at 183 lux during the 12 h day cycle (from 8am to 8 pm) using a 20 W halogen lamp. Twenty-four chicks were monocularly occluded on post-hatch day 5 for 7 days to induce FD myopia. The translucent polystyrene occluders were attached to the periocular feathers of the right eye. On day 12 post-hatch, occluders were removed from FD chicks at 10am and animals were either immediately sacrificed, ie 0 h recovery (n = 8), or sacrificed after 6 h (ie at 4 pm; n = 8) or 24 h (n = 8) of the normal light/dark condition (ie 10 h-light/12 h-dark condition and 2 h light to make up 24 h) following the prolonged form-deprivation. Eight separate chicks were included in the analysis as non-occluded controls at the T = 0 h timepoint.

We chose to use a separate batch of control animals rather than use the within subject contralateral fellow eyes. This decision was based on prior evidence showing binocular changes in choroidal blood flow during monocular occlusion^84,85^ and similar direction significant changes in refraction and axial length in the fellow eyes^14^. Binocular interaction effects have been suggested to account for the substantial differences in gene expression as observed by He et al.^86^ between contralateral eyes and separate controls (see also^75,87,88^, hence we have chosen to use separate control animals for these reasons. All animal work in this study was approved by the La Trobe University Animal Ethics Committee (Approval number AEC 11/68) and is in accordance with the ARVO Guidelines for Use of Animals in Research, Australian NHMRC Animal Ethics requirements and the ARRIVE guidelines^89^.

### Ocular biometrics analysis

Refractive state (dioptres (D)), vitreous chamber depth (VCD in mm), axial length (AL in mm) and anterior chamber (AC in mm) measures were collected from all animals on day 12 post-hatch and after 0 h recovery (n = 8), 6 h recovery (n = 8) and 24 h recovery (n = 8) while animals were lightly anesthetized with an intramuscular injection of a mixture of ketamine (45 mg/kg) and xylazine (4.5 mg/kg). Refraction in the experimental right eyes were determined by trained ophthalmic practitioners using retinoscopy (Keeler, Vista Diagnostic Instruments) and A-Scan ultrasonography (A-Scan III, TSL; Teknar, Inc. St Louis, USA; 7 MHz probe) was used to measure axial dimensions. Baseline biometric measures were not sought to avoid repeated potential anaesthesia effects on eye growth^67^, RNA quality and sequencing^90–93^. Chicks were only sedated prior to decapitation. Quantitative data were expressed as Means (+ /− Standard Error). Analysis of Variance (ANOVA) measuring group differences was carried out between same age controls, form-deprived and recovery eyes to determine significant changes in biometric measurements followed by post-hoc tests as required.

### RNA isolation and cDNA library preparation

Tissue samples for RNA isolation and sequencing were collected from right eyes only, from four out of eight chicks per time condition. These four chicks were chosen based on comparable axial length measurements (see Supplementary Table 13). Total RNA was isolated from posterior eye retina/RPE/choroid tissue using the Trizol method and the RNeasy mini kit (Qiagen) with the on-column DNA digest according to manufacturer’s instructions. RNA quality was measured using the Agilent 2100 Bioanalyzer (RNA 6000 Nano Kit; Agilent Technologies, Santa Clara, CA, USA). All samples had a RNA integrity number (RIN) above 8.7. RNA was also quantitated on the Qubit 2.0 Fluorometer (RNA HS kit; Invitrogen, Australia). For library preparation, RNA concentration was calculated using an average measure from the Bioanalyzer and Qubit assays. A total of 2.5 µg of mRNA was purified from total RNA using oligo (dT)-conjugated magnetic beads (Illumina, San Diego, CA, USA). The fragmented mRNA was then subjected to cDNA synthesis using the TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA) following the manufacturer’s low-sample throughput protocol. All cDNA libraries were assessed on an Agilent 2100 Bioanalyzer (DNA 1000 kit; Agilent Technologies, Santa Clara, CA, USA). Size of the final products were approximately 260 bp. cDNA libraries were quantitated using 3 methods: Bioanalyzer (DNA 1000 kit; Agilent Technologies, Santa Clara, CA, USA), Qubit (dsDNA HS assay; Invitrogen) and qPCR (GeneRead Library Quant Array; Qiagen, Germantown, MD, USA). DNA libraries were normalised to 10 nM with Tris–HCl 10 mM, pH 8.5 with 0.1% Tween 20 and pooled. Libraries were denatured with 0.1 N NaOH. 7 pM of denatured libraries were prepared for cluster generation on the Illumina cBot using the TruSeq SR Cluster Kit V3-cBot (Illumina, San Diego, CA, USA). The sequencing run involved a duel-index, single-end sequencing run of 1 × 100 cycles on an Illumina HiSeq 1500 using the TruSeq SBS Kit V3 (Illumina, San Diego, CA, USA) sequencing reagents. Average mapped counts for each sample were 6,814,421 (Supplementary Table 8). 

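The total of 6814421 is the mean over the 16 columns of the deposited table, and it includes reads that were not assigned to a gene. Per chick, the totals ranged from 2674237 in FDMR 24 h chick 29 to 8408853 in FDMR 0 h chick 13, with a median of 7108490. Reads counted on a gene made up 54.1% to 58.1% of a chick's total. Between 36.1% and 40.4% fell on no annotated gene and between 4.79% and 7.73% had no unique alignment. Between 12729 and 13412 genes had at least 1 count in a chick. The 10 genes with the most counts took between 4.61% and 7.89% of the counts on genes, and mitochondrial genes took between 3.56% and 7.0%.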

RNA-Seq data for each sample are available at the NCBI Gene Expression Omnibus (accession number GSE80327).

### Sequencing data pre-processing

Quality of the sequencing data was assessed with fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequences with Q score < 10 along with adapters were removed using CutAdapt^94^ and Trimmomatic^95^. Sequence reads were mapped to the chick genome (GalGal4) using TopHat2^96,97^ and Bowtie2^98^. Htseq-counts were used to count the number of reads that uniquely mapped to a gene (Supplementary Table 10).

### Data analysis

Data were analysed to identify differentially expressed genes (DEGs) and enriched pathways in a pairwise manner using a moderated t-test following prolonged occlusion (0 h vs Control) and during the 24 h recovery period (6 h vs 0 h, 24 h vs 6 h, and 24 h vs 0 h). Additionally, DEGs and enriched pathways across the entire recovery period were identified using a moderated F-test and the Gene Set Enrichment Analysis Pearson’s correlation metric, respectively. Specific details for each step in the analysis are outlined below.

#### Differential gene expression

Data was filtered to only include genes with at least 10 counts (or 1/million) in at least 4 out of 12 samples. DEGs were calculated using EdgeR^99^ as implemented in Degust (http://degust.erc.monash.edu). We assessed for DEGs after prolonged occlusion (0 h vs Control) and during the 24 h recovery period (6 h vs 0 h, 24 h vs 6 h, and 24 h vs 0 h) using a moderated t-test with a false discovery rate (FDR) of 5%. To determine the number of DEGs over the 24 h recovery period (0 h, 6 h and 24 h), we used a moderated F-test (i.e. ANOVA) with FDR of 5%. Functional classifications of DEGs were characterised using the Protein Analysis Through Evolutionary Relationships (PANTHER) Classification System (v13.1; http://www.pantherdb.org/)^100^.

#### Pathway enrichment analysis

Broad Institute’s Gene Set Enrichment Analysis (GSEA) software was used to determine whether an a priori defined set of genes is statistically significant^101,102^ during the induction and recovery of FD. The ‘CP: Canonical Pathway' gene sets were obtained from the Molecular Signatures Database (MsigDb v6.2; http://software.broadinstitute.org/gsea/msigdb/index.jsp)^101,103^. This collection of pathways includes curated gene sets from various online pathway databases, the biomedical literature, and contributions from domain experts. The four main databases comprising this collection include KEGG (http://www.genome.jp/kegg/pathway.html), Pathway Interaction Database (http://pid.nci.nih.gov/), Reactome (http://www.reactome.org/) and the Signal Transduction Knowledge Environment (STKE)^104^. Chick Ensemble Gene IDs were mapped to human gene symbol using BioMart (Ensembl release 89; Supplementary Table 11). Where mapping resulted in no known gene, Chick Ensemble Gene IDs were mapped to human gene orthologues (Homo sapiens GRCh38.p7). The conversion of Chick IDs to human gene symbols was done as the MsigDb and associated genesets that are based on human gene annotations.

The GSEA technique involves ranking all genes within a sample dataset based on their differential expression between two experimental groups using a basic metric e.g. signal-to-noise ratio (S2N), ratio of average expression from two classes (Ratio), T-test statistic (T-test), or the Pearson correlation coefficient for quantitative studies^101,102,105^. The method then evaluates the general differences in the cumulative distribution in expression of genes in a biological pathway based on a priori knowledge of the gene’s biological function (i.e., gene sets from the Molecular Signatures Database (MSigDb)). An enrichment score (ES) for each gene set is calculated. This ES reflects the degree to which a geneset is overrepresented at the top or bottom of a ranked list of genes. The ES is calculated by walking down the ranked list of genes, increasing a running-sum statistic when a gene is in the gene set and decreasing it when it is not. The ES for each pathway reflects the maximum deviation from zero encountered in walking down the list. A normalised enrichment score (NES) is also calculated by GSEA in which differences in pathway size (i.e. geneset size) are considered, allowing for comparisons between pathways within the analysis^101,102^. In this study, the default *Signal2Noise* metric was used to determine significantly enriched pathways following prolonged occlusion (0 h vs Control) and during the 24 h recovery period (6 h vs 0 h, 24 h vs 6 h, and 24 h vs 0 h). This metric uses the difference of means scaled by the standard deviation^106^. For comparisons purposes, the Pearson’s correlation metric was used as recommended for time-series data^106^, to assess changes in gene expression associated with the entire recovery period post occluder removal (i.e., 0 h vs 6 h vs 24 h). The analysis involved 1000 gene set permutations with gene sets limited to 15–500. As recommended by The Broad Institute^106^ for exploratory studies, a FDR of 25% was used for all bioinformatic analyses.

To understand which genes contributed to the gene set’s enrichment signal, we performed leading-edge subset (LES) analysis. This analysis identifies the core genes by creating a ranked list. The genes located at the top of the ranked list are considered to be upregulated and those at the bottom of the list are downregulated^101^.

### Gene validation

As the primary focus of this study was to uncover the molecular pathway underpinnings of FD myopia, validation of the large number (> 300) of core genes identified from this study using qPCR was not feasible to assess. Instead we aimed to validate the large number of core genes using our previously published microarray study of short term refractive recovery in chick eyes following 10 days of form deprivation^70^. There is also widespread agreement in the literature that highlights good concordance in gene expression between microarray and qPCR methods^107–112^. Briefly, in our previous microarray study^70^, RNA from retina/RPE/choroid was isolated from the posterior eye cup of form deprived chicks under the same experimental parameters as described above. High quality RNA from each animal (control and experimental) was pooled in equimolar amounts by experimental condition (control (n = 5), 0 h (n = 5), 6 h (n = 5) and 24 h (n = 5) recovery time) and sent to the Australian Genome Research Facility Ltd (Walter and Eliza Hall Institute, Victoria, Australia) for microarray processing (Affymetrix, Inc). Raw data was exported as CEL files containing probe level intensities for preprocessing with Expression Console 1.1 (Affymetrix, Inc). The raw data was summarised and normalised using the Robust Multichip Average (RMA) algorithm to yield log base 2 expression values for each gene transcript. This data can be found on the GEO Database (www.ncbi.nlm.nih.gov/geo/; accession number GSE89325).

## Results

### Ocular biometrics analysis

Refractive state (dioptres (D)) was assessed using standard retinoscopy while vitreous chamber depth (VCD in mm), axial length (AL in mm) and anterior chamber depth (AC in mm) were assessed using A-scan ultrasonography (Fig. 1). Significant myopia (− 18.6D ± 1.44) was achieved after 7 days of occlusion. Six hours of visual experience induced a significant hypermetropic shift of + 7.3D, reducing the mean level of myopia in FD eyes down to -11.3D ± 0.91. Less refractive compensation was seen after 24 h of visual recovery post-occluder removal (− 16.4 ± 1.18D), presumably due to the circadian impact of the regular night period with this measurement being made 2 h after the first 12 h night/dark period (Fig. 1a).

Axial length (AL), vitreous chamber depth (VCD) and anterior chamber (AC) showed similar patterns of biometric growth consistent with previously published diurnal rhythm changes^113–115^. Prolonged occlusion increased axial length from 9.32 mm for controls to 10.30 mm (Fig. 1b), VCD from 5.65 mm to 6.21 mm (Fig. 1c) and AC (Fig. 1d) from 1.53 to 1.83 mm. In recovering eyes, AL decreased by 0.12 mm at both 6 h and 24 h, however these changes were not significantly different to AL at occluder removal (T = 0 h; *p* > 0.05). The same trend was also seen in VCD and AC at 6 h with VCD reduced by 0.08 mm and AC by 0.04 mm indicating that the excessive ocular growth response to FD is inhibited by occluder removal and that normal light conditions favour re-emmetropisation.

### Differentially expressed genes in prolonged FD and FD recovery

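RNA-seq covered the retina/RPE/choroid of the right eye of 16 male chicks, 4 in each of 4 groups. These were No-Lens controls, chicks occluded for 7 days and collected at occluder removal (FDMR 0 h), and chicks given 6 h or 24 h of normal vision after removal (FDMR 6 h and FDMR 24 h). The 4 chicks per group were chosen by the authors out of those measured because their axial lengths were comparable. The paper starts occlusion on post-hatch day 5 and collects tissue on day 12, which gives day 13 for the 24 h group, whereas the sample labels give post-hatch day 20 and, for the 24 h group, day 21. Tissue was collected at about 10 am in all groups except FDMR 6 h, which was collected 6 h later in the day. The paper gives RNA integrity numbers above 8.7 after Trizol and the RNeasy mini kit, and the labels give numbers above 8 and the miRNeasy kit. Each stranded mRNA library came from 1 chick. The authors removed adapters and low-quality sequence with CutAdapt and Trimmomatic, mapped the single-end reads to GalGal4 with TopHat2 and Bowtie2, and counted reads that mapped uniquely to a gene with htseq-count. The deposited values are these counts for 17108 genes, without normalization.

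The counts on genes are the depth used for all values from these libraries. Their range was 3039798 to 4351598 in the controls (median 3962160.5), 3411316 to 4816425 at 0 h (median 3560236.5), 3969595 to 4631032 at 6 h (median 4192006) and 1553717 to 4363296 at 24 h (median 3912576.5). At the smallest of these depths a count of 3 equals 1.93 CPM (counts scaled to the library size), and elsewhere it equals 0.623 to 0.987 CPM. A gene was tested if at least 4 of the 16 libraries had at least 10 counts, which left 11334 genes holding 99.85% of the counts. All 16 libraries entered 1 edgeR fit with TMM normalization, and each pair of groups was compared with the quasi-likelihood test at a Benjamini-Hochberg FDR of 5%. A gene past that FDR is called. The fit gave a biological coefficient of variation of 12.5%. Tests with the chick as the replicate are two-sided exact permutation tests of 4 chicks against 4, whose 70 assignments allow no p below 0.029.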

To identify the transcriptomic mechanisms involved in the response to, and recovery from FD, single-gene expression changes were analysed. We first assessed DEG after prolonged occlusion (i.e. 7d of FD with 0 h recovery) and during recovery (6 h vs 0 h, and 6 h vs 24 h) using EdgeR with a moderated t-test and a false discovery rate (FDR) of 5%.

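Of the 11334 genes tested, 3 differed between FDMR 0 h and No-Lens controls in edgeR's quasi-likelihood test, 1 higher and 2 lower, and 454 had an unadjusted p under 0.05. The count depended on the test, with 12 genes called by edgeR's likelihood ratio test, 8 by DESeq2 and 2 by limma-voom. With only the 8 libraries of these 2 groups in the quasi-likelihood fit, 0 genes were called and 398 had an unadjusted p under 0.05. Leaving out 1 chick of these groups gave 1 gene without control 4, 6 or 7 or FDMR 0 h chick 10 or 13, and 2 genes without any of the others. Leaving out a chick of another group also gave 1 gene for FDMR 6 h chick 21 and FDMR 24 h chicks 29 and 30.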

Prolonged occlusion, relative to no-lens controls, induced expression changes in 13 genes with an FDR < 5%. BMP2, ALDH1A2, TNC, SHC4, GSN, SIK1 were down-regulated at 7d of FD relative to controls, while LOC417800, HCK, WNT9A, KIAA1199, CLEC3B, SLCO1C1 and RHOB were upregulated in the FD eye compared to controls (Supplementary Table 1). 

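BMP2 (ENSGALG00000008830) had 17.5 ± 3.49 CPM in the controls and 4.24 ± 1.78 CPM at 0 h (SD, n = 4 chicks), a log2 fold change of -2.07 (standard error 0.22, adjusted p = 0.000276 from edgeR's quasi-likelihood test). WNT9A (ENSGALG00000005401) rose from 2.94 ± 0.488 to 11.5 ± 2.73 CPM, a log2 fold change of 1.97 (standard error 0.32, adjusted p = 0.0385 from edgeR). SHC4 (ENSGALG00000005011) fell from 59.2 ± 3.38 to 38.1 ± 2.63 CPM, a log2 fold change of -0.64 (standard error 0.11, adjusted p = 0.0456 from edgeR). With each chick left out in turn, the largest adjusted p was 0.00441 for BMP2, 0.243 for WNT9A and 0.31 for SHC4, so that WNT9A and SHC4 each lost their call without at least 1 chick. The other 10 genes were not called, and each changed in the direction the paper lists. LOC417800 had a log2 fold change of 4.08 (adjusted p = 0.161 from edgeR), with a control mean of 1 count per chick. RHOB appears in the deposited table as CRHOB, with a log2 fold change of 0.42. In each gene named here every chick of one group was above every chick of the other, which chance gives in a share of 0.0286 of genes (exact permutation test).

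**Figure D1:**
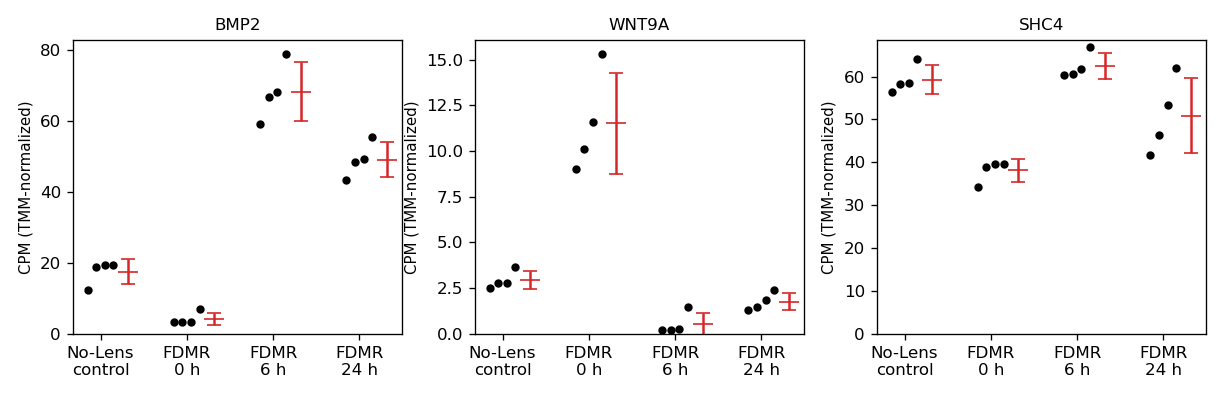
CPM of BMP2, WNT9A and SHC4 after TMM normalization, for each chick (black points) with the mean and SD of each group (red), in No-Lens controls and after 0 h, 6 h and 24 h of recovery. The 0 h chicks lie apart from the controls in all 3 genes, and the mean of BMP2 at 6 h is 68.3 CPM.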

By comparison, recovery from FD identified 439 transcripts at 6 h compared to 0 h, 386 transcripts between 6 and 24 h, and 216 transcripts at 24 h compared to 0 h (Supplementary Tables 2–4). 

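The quasi-likelihood test called 362 genes at 6 h vs 0 h (227 higher, 135 lower), 220 at 24 h vs 6 h (90 higher, 130 lower) and 127 at 24 h vs 0 h (67 higher, 60 lower). Of the genes in the paper's lists, 355, 218 and 125 were among them, and the log2 fold changes of all tested genes in the 3 lists had the sign the paper lists. The 6 h group was collected 6 h later in the day than the others, so its comparisons cover the hour of collection as well as recovery. Among named genes with a mean of at least 10 counts and no overlap between the chicks of the 2 groups, PTX3 rose the most at 6 h, from 0.734 ± 0.337 to 26.8 ± 10.3 CPM (SD, n = 4 chicks), with a log2 fold change of 5.07 (standard error 0.46, adjusted p = 1.33e-06 from edgeR). It was followed by BMP2, at a log2 fold change of 4.02 (standard error 0.20), and SERPINE3, at 3.24 (standard error 0.53). WNT9A fell the most, by 4.35 on the log2 scale, and had a mean of 2.2 counts per chick at 6 h. NR2E3 fell by 2.14 and LOC396454 by 2.02, the latter from 4528 ± 281 to 1117 ± 175 CPM. From 6 h to 24 h, NR2E3 rose by 2.64, C7orf31 by 1.85 and LOC396454 by 1.79 on the log2 scale. FGL2 fell from 239.7 ± 112 to 22.9 ± 19.3 CPM, a log2 fold change of -3.31 (standard error 0.48, adjusted p = 0.000949 from edgeR), and FDMR 6 h chick 23 was at 72.5 CPM. CFC1 fell by 3.84 on the log2 scale, to a mean of 1.5 counts per chick. WNT7B had 2 counts in the 4 chicks at 24 h against 53 at 6 h and 49 at 0 h, a ratio of 6 h to 24 h of 21.4 (95% counting interval 5.65 to 182). Among such genes at 24 h vs 0 h, the largest rises were those of PTX3 (4.91), BMP2 (3.55) and SERPINE3 (3.53) in log2 fold change, and the largest falls after WNT7B were CFC1 (-3.96) and FGL2 (-3.34). The count at 24 h vs 6 h fell to 117 without FDMR 24 h chick 30 or 32, to 129, 134 and 130 without FDMR 6 h chicks 18, 19 and 21, and rose to 265 without FDMR 6 h chick 23. That at 24 h vs 0 h fell to 78 and 75 without FDMR 0 h chicks 12 and 13 and to 64 without FDMR 24 h chick 32.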

To provide a comparison with past transcriptomic studies on chick FD myopia and early recovery^63,70^ we analysed all time-points (0 h, 6 h and 24 h) using a moderated F-test which identified a total of 828 transcripts significantly differentially expressed across the 24 h period of normal day/night conditions following 7 days of form deprivation (Supplementary Table 5). 

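The joint quasi-likelihood test of 6 h vs 0 h and 24 h vs 0 h called 420 genes, and 1683 genes had an unadjusted p under 0.05. Of these 420 genes, 417 were also called in at least 1 of the 3 pairwise recovery comparisons. DESeq2 called 649 genes and edgeR's likelihood ratio test 677. Leaving out 1 of the 12 chicks gave between 312 and 453 genes.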

The number of overlapping and unique transcripts identified is illustrated in Fig. 2 with the majority of these gene transcripts involved in cellular and metabolic processes (Fig. 3).

**Figure 2:**
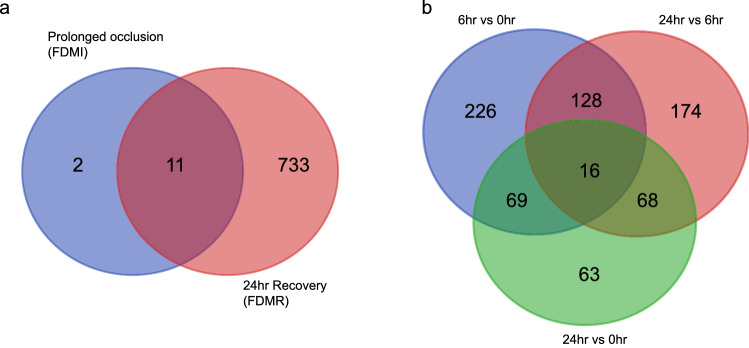
Venn diagram of overlapping and unique transcripts for all comparison time points. Significant (*p* < .05) transcripts were identified using EdgeR. (**a**) 11 of the 13 differentially expressed transcripts were common in both prolonged occlusion (7d of FD) and during the 24 h recovery period. Only 2 transcripts were uniquely expressed in response to prolonged occlusion and 733 transcripts were uniquely expressed in the 24 h recovery from FD. (**b**) There were 744 unique transcripts significantly expressed throughout the recovery period with 226 transcripts uniquely expressed after 6 h recovery compared to 0 h, 174 transcripts uniquely expressed after 24 h recovery compared to 6 h, 63 transcripts uniquely expressed after 24 h compared to 0 h and 16 transcripts common across all 3 recovery time-point comparisons.

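All 3 genes called after prolonged occlusion were also called in at least 1 recovery comparison, and 491 genes were called in recovery alone. The comparisons share the 0 h libraries, so some overlap arises with no effect: in 20 sets of simulated libraries without differences between groups, a mean of 1.85 of the 3 top genes were among the top genes of recovery (range 1 to 3). The 3 recovery comparisons together called 494 genes. Of these, 200 were called only at 6 h vs 0 h, 67 only at 24 h vs 6 h and 22 only at 24 h vs 0 h, while 10 were called in all 3. Leaving out 1 chick gave 137 to 239, 18 to 116, 12 to 40 and 5 to 13 for these 4 numbers. Those called only at 24 h vs 6 h fell to 18, 29 and 28 without FDMR 6 h chicks 18, 19 and 21 and to 24 and 30 without FDMR 24 h chicks 30 and 32. All 110 genes called at both 6 h vs 0 h and 24 h vs 6 h changed in opposite directions. The simulated libraries, in which these comparisons share the 6 h chicks, had a mean of 45.05 shared top genes (range 33 to 56), all of opposite sign. Each simulated gene was drawn on its own, so overlap from genes that vary together in the shared chicks is not covered.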

**Figure 3:**
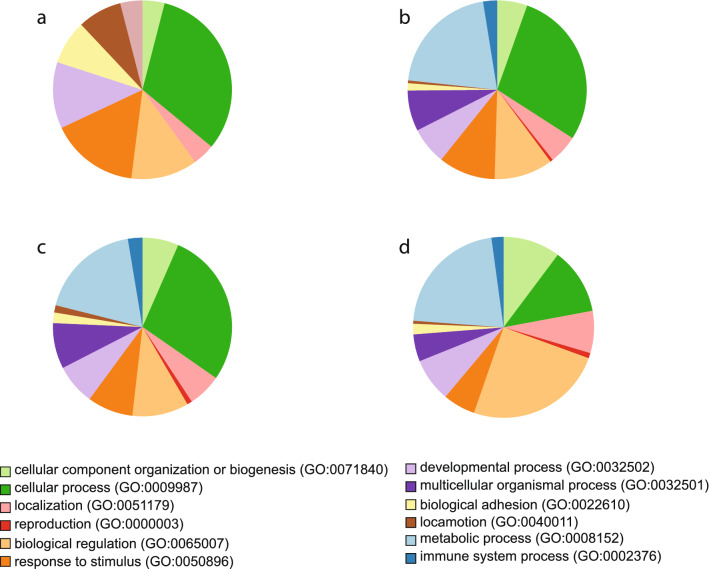
Gene Ontology (GO) classification of differentially expressed genes (DEG) after prolonged occlusion and during early recovery from form-deprivation myopia. Significant (*p* < .05) DEGs were identified using EdgeR between (**a**) No-Lens Control and prolonged form-deprivation myopia (FDM; ie 0 h recovery) (**b**) 0 h and 6 h recovery, (**c**) 6 h and 24 h recovery, and (**d**) overall recovery (0 h, 6 h and 24 h). After 7 days of FD with 0 h recovery, the DEG were mostly involved in cellular processes and response to stimulus. There are few DEGs associated with metabolic and immune system processes after prolonged occlusion compared to controls possibly indicating a new homeostatic state. However, the genes identified during recovery were mostly involved in biological regulation, cellular and metabolic processes along with the reinstatement of immune system processes. For names of individual DEGs see Supplementary Table 8.

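In the paper's supplementary lists for 0 h vs control, 7 genes stand under cellular process and 3 under response to stimulus, and 2 of each were called in the quasi-likelihood test. Its lists hold 1 gene under metabolic process, which was called, and 1 under immune system process, which was not. The classification itself was not repeated, and a gene may stand in several categories.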

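At 6 h vs 0 h, the test called 39 of the 51 genes that the paper lists under metabolic process, 22 of 30 under biological regulation, 14 of 16 under cellular process and 14 of 16 under immune system process. Under response to stimulus it called 43 of 53, under multicellular organismal process 34 of 43 and under developmental process 34 of 39. The calls at 24 h vs 6 h were 31 of 52 under metabolic process, 31 of 49 under biological regulation, 28 of 50 under cellular process, 7 of 14 under immune system process, 23 of 41 under response to stimulus, 27 of 39 under multicellular organismal process and 17 of 34 under developmental process. The categories' sizes among all genes were not used here, so these counts are no enrichment.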

### Enriched pathways during prolonged FD

Following the identification of the DEGs during induction and recovery from FD, GSEA was employed to identify changes in expression of biological pathways associated with 7 days of FD relative to normal, no lens controls. 

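The MSigDB gene sets were not used here. Pathways were tested as 9 lists of genes written out by hand, so the normalized enrichment scores (NES) are not on the scale of the paper's. Genes were ranked by the Signal2Noise metric on CPM among 10415 genes with a symbol, each list was compared with 1000 random gene sets of its size, and p was adjusted over the 54 combinations of list and comparison. A list is called below an adjusted p of 0.25, the paper's FDR. The list of GABA and glycine receptor subunits (21 genes tested) had an NES of -1.47 at 0 h vs control (adjusted p = 0.11), with 5 genes higher and 16 lower. Signal2Noise on log2 CPM gave an NES of -0.86 (adjusted p = 0.821, within a range of 0.0156 to 0.821 over the alternatives). On that scale the floor on the SD, 0.2 times the mean, takes the place of the measured SD in well-expressed genes. That setting is therefore no clean test of how far the call depends on the metric. Without control 3, control 6 or FDMR 0 h chick 13 the NES was -1.08, -1.22 and -1.2, none of them called. With the chick as the replicate, the mean centred log2 CPM of the list was 0.045 ± 0.102 in the controls and -0.017 ± 0.046 at 0 h (SD, n = 4 chicks), a difference of -0.062 that was within the spread between chicks (two-sided exact permutation test, p = 0.286, adjusted p = 0.515). The circadian clock list, at an NES of 1.08, was not called at 0 h vs control (adjusted p = 0.478).

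**Figure D2:**
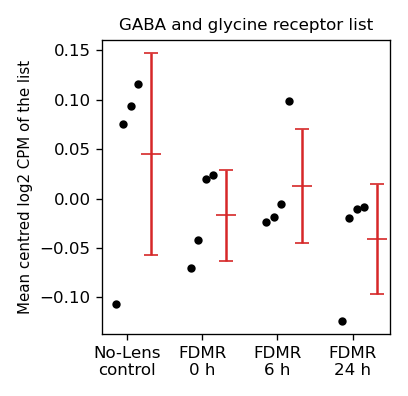
Mean centred log2 CPM of the GABA and glycine receptor list for each chick (black points) with the mean and SD of each group (red), in No-Lens controls and after 0 h, 6 h and 24 h of recovery. The control and 0 h chicks overlap, with group means of 0.045 and -0.017.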

Prolonged occlusion resulted in suppression of only one pathway, ligand-gated ion channel transport (Table 1; Fig. 4). 

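Of the 9 genes of the paper's Table 1, 8 were tested and all 8 were lower at 0 h than in the controls, with a median log2 fold change of -0.146. The lists in the paper's tables were chosen on these same libraries, so this direction is not independent evidence. GLRA2 (ENSGALG00000016571) changed by -0.16 on the log2 scale (standard error 0.09, adjusted p = 1 from edgeR's quasi-likelihood test), with overlapping chicks (exact permutation test, p = 0.143). Over all genes tested, 0 of the 21 receptor genes were called, and 0 when adjusted over the list alone.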

The leading-edge subset (i.e., core genes) of this pathway implicate suppression of several GABA ionotropic receptors (ie GABA_A_ and GABA_A_-rho receptors (previously known as the GABA_C_ receptors)) and glycine receptors. Such receptors are associated with Cl^−^ channels^116,117^ and would be expected to play a role in transretinal fluid movement from vitreous to choroid^30,31,34^. The core genes identified in the ligand gated pathway show good concordance with gene expression from our previous microarray study using the same experimental paradigm (Supplementary Table 12).

**Table 1:** Biological Pathways Significantly Altered during FDMI. GSEA reveals 1 Reactome pathway significantly suppressed after prolonged occluder wear. *ES, enrichment score; NES, normalised enrichment score; FDR, false discovery rate.*

Pathway	Database	Total # Genes Measured	# Genes contributing to ES	Leading edge subset genes	ES	NES	FDR
Ligand-gated Ion Channel Transport	Reactome	16	9	GABRR2, GABRA6, GABRG2, GLRA3, GABRA2, GLRA2, GABRA5, GABRA1, GABRG3	− 0.68	− 1.96	.19

**Figure 4:**
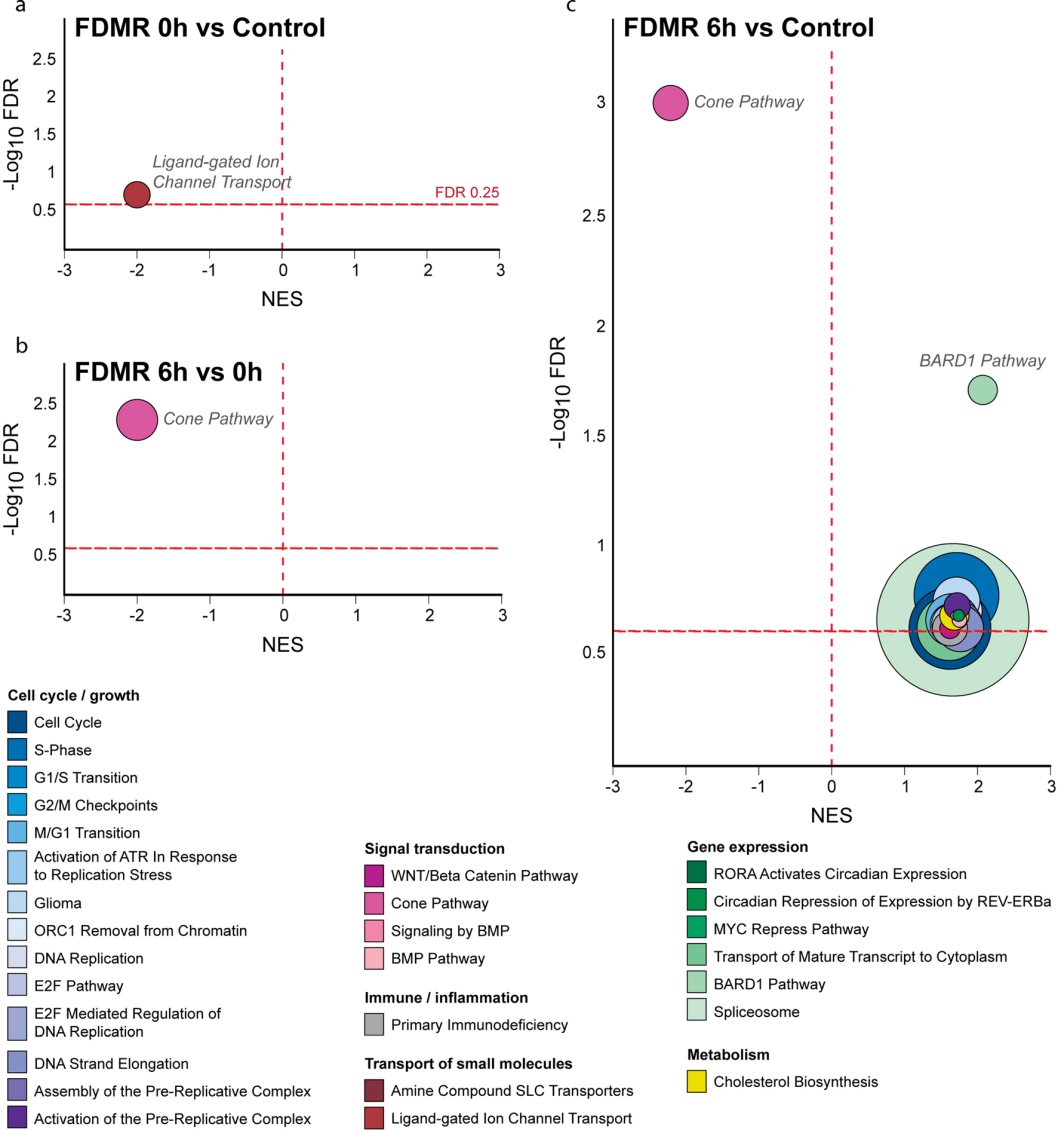
Bubble plots showing all significant pathways from the pairwise GSEA comparisons during the induction of myopia and the first 6 h of recovery from FDM. The significantly enriched pathways are visualised for (**a**) 0 h versus No-Lens Control, (**b**) 6 h versus 0 h, and (**c**) 6 h versus Control. The size of each bubble is proportional to the number of core genes within the pathway. Full details of significant pathways (including core genes driving enrichment) are provided in Supplementary Tables 1–4. NES, Normalised Enrichment Score.

### Enriched pathways during recovery from FDM

Pathway changes during recovery period were evaluated using the *Signal2Noise* metric by comparing gene expression changes between each recovery time-point (6 h vs 0 h, 24 h vs 6 h, and 24 h vs 0 h). The most significantly altered pathways identified in this analysis implicate early cone phototransduction, mitochondrial bioenergetics, retinol metabolism, complement and glucagon in early recovery from FD and in the myopia pathophysiology (Fig. 6). 

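At 24 h vs 0 h the complement list (11 genes tested) had an NES of 2.18 (adjusted p = 0.0114), with 10 genes higher and 1 lower. The NES was 1.96 for the retinol metabolism list (13 genes, 12 higher, adjusted p = 0.0114) and 1.99 for the glucagon list (13 genes, all higher, adjusted p = 0.0211). Beside glucagon-type ligands and receptors, the glucagon list holds G protein subunits, among them GNG7, GNG11, GNG12 and GNGT2. GNGT2 also stands in the cone list. The lists' mean centred log2 CPM rose from -0.182 ± 0.163 to 0.366 ± 0.202 for complement, from -0.055 ± 0.106 to 0.366 ± 0.118 for retinol and from -0.159 ± 0.188 to 0.288 ± 0.184 for glucagon (SD, n = 4 chicks). In each list all 4 chicks at 24 h were above all 4 at 0 h (two-sided exact permutation test, p = 0.0286, adjusted p = 0.14 over the 54 score tests). Chicks of one group also differed from each other along 1 common axis, the first principal component of the deviations from the group means, which held 39.5% of the within-group variance. The scores of these lists followed it within groups, with Pearson r of 0.785 for complement, 0.889 for retinol and 0.877 for glucagon (Spearman rho 0.844, 0.865 and 0.885, permutation p = 4e-04, 2e-04 and 9e-04, adjusted p = 0.0012, 0.0012 and 0.00202 over 9 lists). Without the 2 chicks farthest out on the axis, r was 0.765, 0.771 and 0.779. With the axis removed, a step chosen after the data were seen, the NES was 1.94, 2.02 and 1.77. Adjusted over the list alone, the quasi-likelihood test called 3, 4 and 2 genes of the complement, retinol and glucagon lists, against 3, 3 and 2 over all genes tested. Of the leading-edge genes in the paper's tables, 6 of 8 for complement, 6 of 6 for retinol and 7 of 8 for glucagon were tested, all of them higher at 24 h, with median log2 fold changes of 0.938, 0.548 and 0.617.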

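The cone phototransduction list (18 genes tested) had an NES of -2.19 at 6 h vs 0 h and -2.18 at 6 h vs control (adjusted p = 0.0114 each). Its mean centred log2 CPM was -0.339 ± 0.051 at 6 h, against 0.131 ± 0.034 at 0 h and 0.117 ± 0.086 in the controls (SD, n = 4 chicks), with no overlap between the chicks of 6 h and those of either group (two-sided exact permutation test, p = 0.0286 for each). At 6 h, 13 genes of the list were lower than at 0 h and 14 were lower than in the controls. Adjusted over the list alone, 12 genes were lower and 2 higher at 6 h vs 0 h, against 11 and 1 over all genes tested, and both adjustments called 12 lower and 2 higher at 6 h vs control. All 11 leading-edge genes of the paper's cone pathway at 6 h vs 0 h were called, with a median log2 fold change of -0.928. CNGA3 (ENSGALG00000016749) changed by -1.19 (standard error 0.11, adjusted p = 2.66e-06 from edgeR) and ARR3 (ENSGALG00000004251) by -1.11 (standard error 0.13, adjusted p = 1.71e-05 from edgeR). Against the control, the 12 listed genes were all lower and called. At 0 h the list differed from the controls by 0.014 (exact permutation test, p = 0.771). The 6 h chicks were the ones collected later in the day, and no group matches them in hour.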

As expected, the data in Fig. 4 suggests that cone receptor phototransduction is still suppressed after only 6 h normal visual experience, i.e. cone phototransduction pathway has not totally recovered its control levels during the first 6 h of visual experience and recovery after occluder removal. An earlier electrophysiological study^38^ also found reduced cone sensitivity immediately following prolonged FD which would support such gene pathway suppression in early (6 h) and prolonged recovery (24 h). Indeed, our results comparing gene expression changes between each recovery time-point of 6 h and 24 h also indicate that the pathways underlying cone phototransduction were significantly upregulated when evaluated using the *Signal2Noise* metric as demonstrated in Figs. 4 and 5 and in Table 2. 

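Between 6 h and 24 h the cone list rose, with an NES of 2.07 (adjusted p = 0.0114) and 15 genes higher and 3 lower. Its mean centred log2 CPM rose by 0.431 to 0.091 ± 0.051 (SD, n = 4 chicks), and every 24 h chick was above every 6 h chick (two-sided exact permutation test, p = 0.0286). Adjusted over the list alone, 14 genes rose and 1 fell, against 9 and 0 over all genes tested. The paper's cone pathway at 24 h vs 6 h lists 14 genes, all higher and 9 called, with a median log2 fold change of 0.536. CNGA3 rose by 0.63 on the log2 scale (standard error 0.12, adjusted p = 0.00608 from edgeR) and ARR3 by 1.03 (standard error 0.13, adjusted p = 0.000151 from edgeR). RDH5 rose by 1.15 (standard error 0.46, adjusted p = 0.228 from edgeR), and by 0.22 with the common axis of differences between chicks as a covariate, a setting chosen after the data were seen. From the low level at 6 h, the paper proposes that cone phototransduction had not regained its control level in the first 6 h of normal vision. At 0 h, however, the list was at 0.131 ± 0.034 against 0.117 ± 0.086 in the controls (exact permutation test, p = 0.771). Its low level at 6 h therefore arose after occluder removal, and these values show no lower level at 0 h to recover from.

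**Figure D3:**
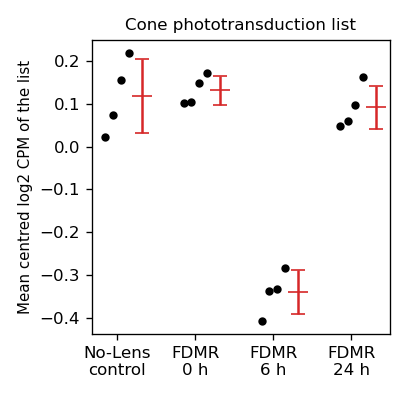
Mean centred log2 CPM of the cone phototransduction list for each chick (black points) with the mean and SD of each group (red), in No-Lens controls and after 0 h, 6 h and 24 h of recovery. The 6 h chicks, with a mean of -0.339, lie below all other chicks.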

Interestingly, while transcriptomic changes in mitochondrial metabolism are absent during the first 6 h of recovery, increased mitochondrial metabolism is observed over the next 18 h (Fig. 5; Table 2) after a 1 day/night cycle has been completed. These changes occur in parallel to the increase in expression of the high-energy consuming Na^+^-Ca^2+^-K^+^ exchanger (NCKX2, also known as SLC24A2), which is characteristic of the dark-adapted retina^118^ (Fig. 6).

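At 6 h vs 0 h the respiratory chain list (45 genes tested, 11 higher and 34 lower) had an NES of -1.37 (adjusted p = 0.11), which is a call in the direction of lower expression. It was not called without FDMR 0 h chick 9 (NES -1.18, adjusted p = 0.37) or FDMR 6 h chick 19 (NES -1.07, adjusted p = 0.465). Per chick, its mean centred log2 CPM was -0.002 ± 0.035 at 0 h and -0.076 ± 0.088 at 6 h (SD, n = 4 chicks), a difference within the spread (two-sided exact permutation test, p = 0.2). The citric acid cycle list was also called lower at 6 h vs 0 h (NES -1.65, adjusted p = 0.0414, range over the alternatives 0.0394 to 0.274), and not by camera with an estimated correlation (0.274). Its score fell by 0.193, with 12 of its 18 genes lower (two-sided exact permutation test, p = 0.0857, n = 4 chicks). From 6 h to 24 h the respiratory chain list rose to 0.103 ± 0.048, with 31 genes higher and 14 lower and an NES of 2.09 (adjusted p = 0.0114). The exact permutation test of that rise gave p = 0.0571 (n = 4 chicks, adjusted p = 0.22). The citric acid cycle list (18 genes) rose from -0.133 ± 0.145 to 0.164 ± 0.13 (SD, n = 4 chicks, exact permutation test, p = 0.0571), with 14 genes higher and an NES of 1.97 (adjusted p = 0.0153). Both lists varied within groups along the common axis, with Pearson r of 0.959 for the citric acid cycle and 0.652 for the respiratory chain (Spearman rho 0.926 and 0.615, permutation p = 3e-04 and 0.0284, adjusted p = 0.0012 and 0.0426). Without the 2 chicks farthest out on the axis, r was 0.925 and 0.466. With the axis removed, the NES was 1.56 and 2.02, and the difference in citric acid cycle score from 6 h to 24 h was 0.1 in place of 0.298. The quasi-likelihood test called 1 gene of the respiratory chain list and 0 of the citric acid cycle list, and the same numbers when adjusted over the list alone. In the paper's tables, 17 of 17 tested genes of respiratory electron transport and 6 of 6 of the citric acid cycle were higher at 24 h, with median log2 fold changes of 0.379 and 0.734.

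**Figure D4:**
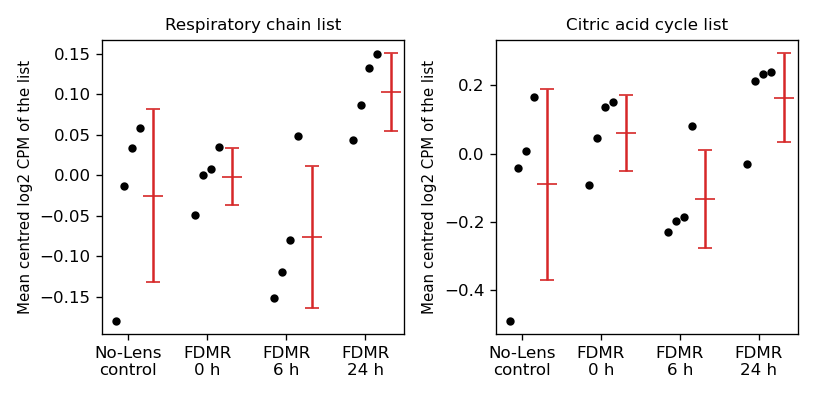
Mean centred log2 CPM of the respiratory chain and citric acid cycle lists for each chick (black points) with the mean and SD of each group (red), in No-Lens controls and after 0 h, 6 h and 24 h of recovery. In both lists the 24 h mean, at 0.103 and 0.164, is above the 6 h mean.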

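SLC24A2 (ENSGALG00000015080) had 255.9 ± 14.5 CPM in the controls, 234.5 ± 16.4 at 0 h, 174.5 ± 4.5 at 6 h and 201.8 ± 16.6 at 24 h (SD, n = 4 chicks). Its rise from 6 h to 24 h was a log2 fold change of 0.22 (standard error 0.07, adjusted p = 0.139 from edgeR's quasi-likelihood test), with every 24 h chick above every 6 h chick (two-sided exact permutation test, p = 0.0286). DESeq2 gave an adjusted p of 0.0435 for this rise, edgeR's likelihood ratio test 0.0924 and limma-voom 0.14. It had fallen by 0.43 at 6 h vs 0 h (standard error 0.07, adjusted p = 0.00096 from edgeR). Its log2 fold change at 24 h vs control was -0.34 (standard error 0.07, adjusted p = 0.0164 from edgeR).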

**Figure 5:**
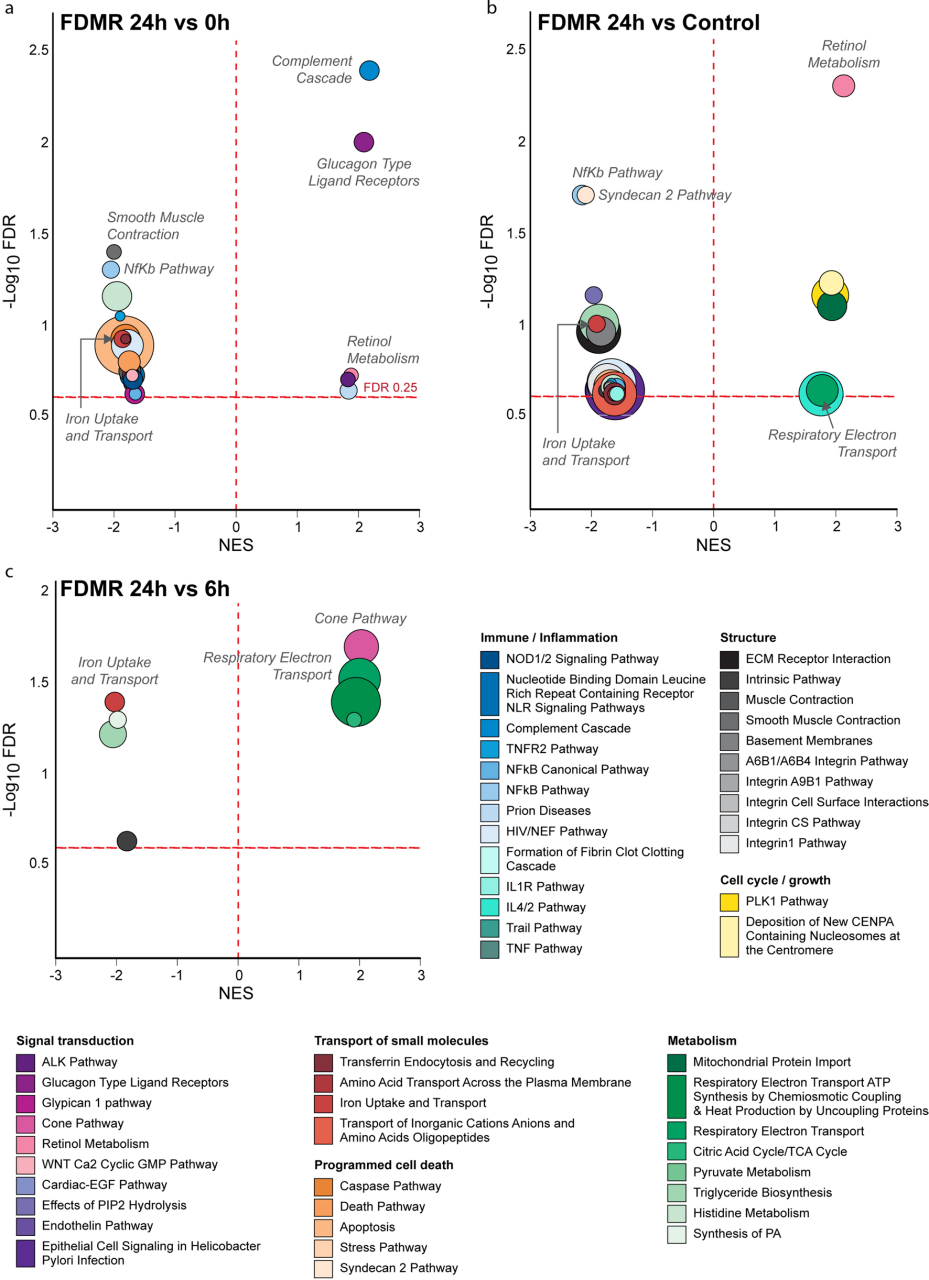
Bubble plots showing all significant pathways from the pairwise GSEA comparisons following 24 h of recovery from FDM. The significantly enriched pathways are visualised for (**a**) 24 h versus 0 h, (**b**) 24 h versus Control and (**c**) 24 h versus 6 h. The size of each bubble is proportional to the number of core genes within the pathway. Full details of significant pathways (including core genes driving enrichment) are provided in Supplementary Tables 1–4. NES, Normalised Enrichment Score.

**Table 2:** Enriched Pathways Significantly Altered during Recovery from Form-deprivation (FDMR). GSEA was used to identify pathways (KEGG, Reactome, STKE and PID) significantly altered between recovery time-points 6 h and 24 h, compared to 0 h using the *Signal2Noise* metric. Gene expression changes at 6 h compared to 0 h were associated with suppression in cone receptor phototransduction. The period between 6 and 24 h post occluder removal was mainly associated with changes in mitochondrial metabolism and other metabolic pathways. Pathways significantly altered after 24 h recovery compared to 0 h involves a range of cellular processes. *ES, enrichment score; NES, normalised enrichment score; FDR, false discovery rate.*

Pathway	Database	Total # Genes Measured	# Genes contributing to ES	Genes contributing to ES	ES	NES	FDR
**FDMR_6 h versus FDMR_0 h**							
Cone Pathway	PID	18	14	RGS9, CNGB3, SLC24A2, PDE6C, GUCA1C, RGS9BP, LRAT, GUCA1A, GRK7, ARR3, CNGA3	− 0.79	− 2.07	0.005
**FDMR_24 h versus FDMR_6 h**							
Cone Pathway	PID	18	14	ARR3, LRAT, GUCA1C, GUCA1A, GRK7, CNGA3, RDH5, RGS9BP, PDE6C, RGS9, GUCY2F, PDE6H, CNGB3, SLC24A2	0.74	2.03	0.02
Respiratory Electron Transport^≠^	Reactome	46	17	NDUFS5, NDUFS7, NDUFA1, NDUFS8, NDUFV1, NDUFB4, SDHC, NDUFB6, COX6A1, UQCRH, NDUFV3, NDUFB10, NDUFS2, NDUFB9, NDUFB8, COX6C, NDUFB1	0.58	2	0.03
Iron Uptake and Transport	Reactome	28	8	ABCG2, ATP6V0E1, SLC40A1, TF, ATP6V1H, STEAP3, CP, ATP6V1C2	− 0.61	− 2.03	0.04
Respiratory Electron Transport ATP Synthesis by Chemiosmotic Coupling and Heat Production by Uncoupling Proteins^≠^	Reactome	55	20	NDUFS5, NDUFS7, ATP5B, NDUFA1, NDUFS8, NDUFV1, NDUFB4, SDHC, NDUFB6, COX6A1, UQCRH, NDUFV3, NDUFB10, NDUFS2, NDUFB9, NDUFB8, ATP5D, ATP5H, COX6C, NDUFB1	0.55	1.94	0.04
Synthesis of PA	Reactome	17	7	PLA2G10, AGPAT9, AGPAT3, AGPAT2, PLA2G4A, PLA2G12A, GPD1	− 0.69	− 1.98	0.05
Citric Acid Cycle/TCA Cycle^≠^	Reactome	18	6	IDH2, OGDH, IDH3G, CS, SDHC, IDH3B	0.69	1.91	0.05
Triglyceride Biosynthesis^≠^	Reactome	31	11	DGAT2, AGPAT9, ACSL1, ELOVL2, GPD1, ACSL4, ACSL3, ELOVL7, LPIN1, AGPAT2, AGPAT3	− 0.6	− 2.06	0.06
Intrinsic Pathway	Biocarta	15	8	PROC, COL4A2, COL4A1, COL4A4, COL4A3, F2R, COL4A5, F5	− 0.64	− 1.83	0.23
**FDMR_24 h versus FDMR_0 h**							
Complement Cascade^≠^	Reactome	16	8	C1QB, CRP, C1QA, C7, PROS1, CFI, MASP1, C2	0.78	2.18	0.004
Glucagon Type Ligand Receptors^≠^	Reactome	21	8	GLP1R, GHRHR, ADCYAP1, GNGT2, GHRH, GCG, VIP, GNG11	0.69	2.09	0.01
Smooth Muscle Contraction	Reactome	16	6	ACTA2, CALD1, LMOD1, MYH11, VCL, MYLK	− 0.72	− 2	0.04
NFkB Pathway^≠^	Biocarta	18	7	NFKBIA, IL1R1, TNFAIP3, RIPK1, TAB1, TNFRSF1B, TNFRSF1A	− 0.72	− 2.05	0.05
Histidine Metabolism	KEGG	20	12	ALDH1A3, HAL, MAOB, UROC1, MAOA, METTL6, LCMT2, TRMT11, HNMT, ASPA, LCMT1, CNDP1	− 0.65	− 1.95	0.07
TNFR2 Pathway^≠^	Biocarta	15	4	NFKBIA, TNFAIP3, RIPK1, TNFRSF1B	− 0.71	− 1.9	0.09
Transferrin Endocytosis and Recycling	Reactome	17	4	STEAP3, TF, ATP6V1H, ATP6V1C2	− 0.64	− 1.81	0.12
Iron Uptake and Transport	Reactome	28	7	STEAP3, SLC46A1, TF, ATP6V1H, CP, ABCG2, ATP6V1C2	− 0.58	− 1.86	0.12
Caspase Pathway^≠^	PID	42	12	CASP9, DFFB, ACTA1, DFFA, GSN, CRADD, CASP10, TRADD, ARHGDIB, CASP2, RIPK1, TNFRSF1A	− 0.52	− 1.81	0.12
Apoptosis^≠^	KEGG	59	24	NTRK1, DFFB, DFFA, IL1R1, TRADD, ENDOD1, TNFRSF10B, CFLAR, IL1RAP, PIK3CB, IRAK4, NGF, TNFRSF1A, CASP9, NFKBIA, PPP3CA, PPP3R1, CASP10, CASP3, PRKAR2A, CAPN2, TNFSF10, RIPK1, CAPN1	− 0.49	− 1.83	0.13
HIV/NEF Pathway	PID	29	13	DFFB, DFFA, CRADD, TRADD, CFLAR, TNFRSF1A, CASP9, NFKBIA, CASP3, CASP2, RIPK1, CD247, MAP3K5	− 0.55	− 1.78	0.13
HIV/NEF Pathway^≠^	Biocarta	47	13	DFFB, DFFA, GSN, CRADD, TRADD, PRKCD, TNFRSF1B, TNFRSF1A, CASP9, NFKBIA, ARHGDIB, CASP2, RIPK1	− 0.51	− 1.82	0.13
Death Pathway^≠^	Biocarta	27	9	CASP9, NFKBIA, DFFB, DFFA, CASP10, TRADD, TNFSF10, TNFRSF10B, RIPK1	− 0.55	− 1.75	0.16
Muscle Contraction	Reactome	30	9	ACTA2, DES, MYL1, CALD1, TNNC1, LMOD1, MYH11, VCL, MYLK	− 0.54	− 1.74	0.18
Nucleotide Binding Domain Leucine Rich Repeat Containing Receptor NLR Signaling Pathways	Reactome	31	10	PANX1, CASP9, P2RX7, MAPK11, RIPK2, CARD9, CASP2, TNFAIP3, NOD1, TAB1	− 0.53	− 1.7	0.19
Amino Acid Transport Across the Plasma Membrane	Reactome	19	7	SLC7A6, SLC7A9, SLC6A14, SLC16A10, SLC7A11, SLC38A2, SLC7A2	− 0.59	− 1.72	0.19
WNT Ca2 Cyclic GMP Pathway	STKE	17	5	TF, ITPR2, PDE6C, PDE6B, ITPR3	− 0.6	− 1.7	0.19
Retinol Metabolism^≠^	KEGG	17	6	RDH8, ALDH1A2, ALDH1A1, RDH5, DHRS3, BCMO1	0.67	1.88	0.19
NOD1/2 Signaling Pathway	Reactome	23	8	CASP9, MAPK11, RIPK2, CARD9, CASP2, TNFAIP3, NOD1, TAB1	− 0.56	− 1.69	0.2
ALK Pathway	Biocarta	26	6	BMP4, NPPB, FZD1, BMP2, SMAD6, BMP7	0.58	1.83	0.2
Intrinsic Pathway	Biocarta	15	7	F10, COL4A2, COL4A1, COL4A4, COL4A3, F2R, F5	− 0.63	− 1.7	0.21
Prion Diseases^≠^	KEGG	23	7	C1QB, C1QA, STIP1, IL6, NOTCH1, C7, HSPA5	0.62	1.84	0.23
Glypican 1 pathway	PID	23	8	LYN, HCK, TGFB2, YES1, FLT1, SRC, TGFB3, FGF2	− 0.54	− 1.66	0.24
NFkB Canonical Pathway	PID	18	5	NFKBIA, RIPK2, TNFAIP3, BCL10, TNFRSF1A	− 0.6	− 1.65	0.24

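Against the No-Lens controls, the quasi-likelihood test called 310 genes at 6 h (176 higher, 134 lower) and 151 at 24 h (51 higher, 100 lower). Leaving out 1 chick of the compared groups gave between 218 and 280 genes at 6 h and between 92 and 174 at 24 h, with 92 without FDMR 24 h chick 32. Among named genes with a mean of at least 10 counts and no overlap between the chicks of the 2 groups, the largest rises in log2 fold change at 6 h were those of PTX3 (3.00), KLHL34 (2.61) and SERPINE3 (2.50), and the largest falls those of WNT9A (-2.38), C7orf31 (-2.24) and LOC396454 (-2.09). At 24 h they were PTX3 (2.85), BMP4 (1.97) and BMP2 (1.48), and, after WNT7B, CFC1 (-4.41) and FGL2 (-3.89). WNT7B had 64 counts in the 4 controls, a ratio to 24 h of 28.7 (95% counting interval 7.63 to 242). The paper's sheet lists leading-edge genes for 27 pathways at 6 h vs control, and all 311 entries with a tested gene changed in the listed direction, 27 of them called. For the 38 pathways at 24 h vs control, the same held for all 363 entries, 54 of them called. Pathways share genes, so the entries held 169 different genes at 6 h, 24 of them called, and 229 at 24 h, 24 of them called. Leading-edge genes were chosen by their direction in these same libraries, so the direction is not independent evidence.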

Note: pairwise comparisons with control animals (ie 6 h vs control and 12 h vs control) can be found in Supplementary Table 6.

**NOTE:** + NES = expression upregulated;—NES = expression downregulated; ^≠^present in GSEA using Pearson’s correlation metric (Supplementary Table 7); *present in previous data^70^.

**Figure 6:**
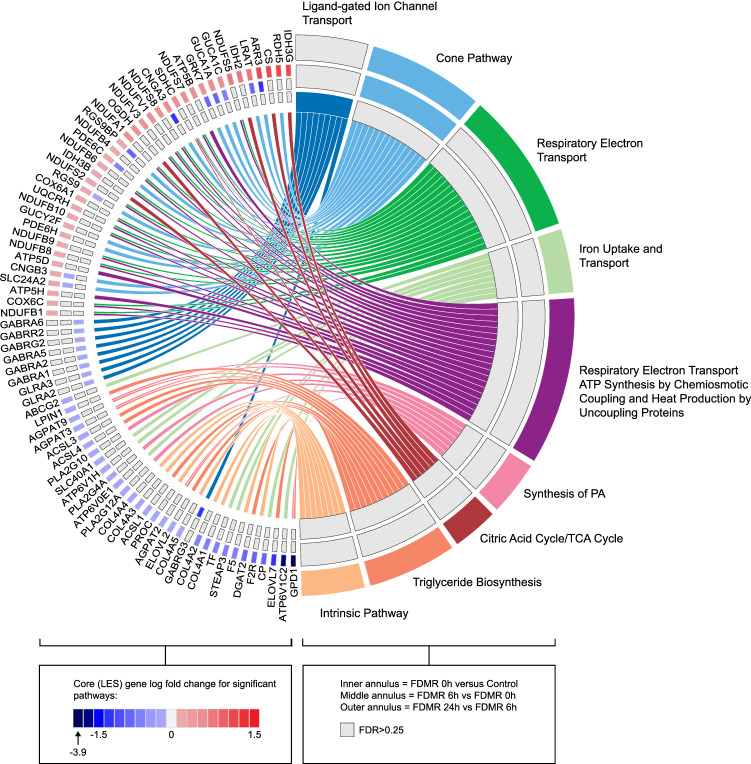
Chord diagram showing the core genes of significant pathways in FDMR 0 h versus control, FDMR 6 h versus 0 h and FDMR 24 h versus 6 h as different annuli of genes. Significant pathways are shown on the right, and the fold change of core genes is shown on the left. Left–right connections indicate gene membership in a pathway’s leading-edge subset. PA, phosphatidic acid. Note: Image constructed using GOplot R package^157^.

To determine if the pathways identified during FD recovery using the *Signal2Noise* metric produced similar pathway findings to the Pearson’s correlation metric, the data was then analysed (using GSEA) for pathways correlated to recovery time (0 h, 6 h, 24 h). 

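Genes were ranked by the Pearson correlation of their CPM with recovery time over the 12 FDMR chicks, and p was adjusted over the 9 lists. The complement list had an NES of 2.07 (adjusted p = 0.00972), the respiratory chain list 2.31, the retinol metabolism list 2.15 and the glucagon list 2.11 (adjusted p = 0.00654 each). The citric acid cycle list had an NES of 1.41 (adjusted p = 0.158), and was not called without FDMR 6 h chick 21 (NES 1.29) or FDMR 24 h chick 26 (1.21) or 30 (1.14), or with the rank of time in place of the hours (NES 1.08). In the paper's sheet, 6 tested genes of the complement cascade had a median correlation with time of 0.633, 21 of respiratory electron transport 0.458 and 8 of retinol metabolism 0.59.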

Twenty-nine pathways were found to be significantly altered during the 24 h recovery period with the top 3 pathways involved in the complement cascade, mitochondrial energy metabolism and retinol metabolism (Supplementary Table 7). 

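Over the 29 pathways that the paper's sheet lists for recovery time, all 348 entries with a tested gene correlated with time in the listed direction. The entries were chosen on these same libraries, so the direction is not independent evidence. These entries held 236 different genes, of which 23 were called in the joint test over recovery. Of the lists written out here, 4 were not called against time, namely cone phototransduction at an NES of 1.17 (adjusted p = 0.395), BARD1 at -1.01 (adjusted p = 0.58), the circadian clock at -0.65 and the GABA and glycine receptors at -0.64 (adjusted p = 0.933 each).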

Other pathways identified by Pearson’s correlation have roles in immunity, lipid metabolism, smooth muscle contraction, apoptosis, protein metabolism, signal transduction, golgi transport, extracellular matrix (ECM), hemostasis and disease. Indeed, the findings from both the *Signal2Noise* analysis and Pearson’s correlation suggests that these metrics can produce comparable results.

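The complement, retinol metabolism, glucagon, respiratory chain and citric acid cycle lists were called by both metrics, the first 3 at 24 h vs 0 h and the others at 24 h vs 6 h. The cone list was called by Signal2Noise in 2 recovery comparisons, and in the fit used not by the correlation (NES 1.17, adjusted p = 0.395). Its sign against time was the other with the rank of time (NES -0.98). The correlation called it with log2 CPM (NES 1.38) and without FDMR 0 h chick 9 (1.58), 10 (1.51), 12 (1.37) or 13 (1.48).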

## Discussion

This study has utilized pathway enrichment analysis (GSEA) to identify biological pathways shown by RNA seq to be involved in profound myopia induced by 7 days of FD and during the first 24 h of early recovery in a normal modulated light environment. Our findings raise intriguing questions regarding the temporal interaction of transcriptome changes and previously described ionic, physiological and morphological changes associated with induction and recovery from FDM^22,29^ and theoretical models of myopia.

### GABA and glycine mediated chloride ion transport pathways significantly altered in profound FDM

Consistent with the RIDE model, GSEA identified suppression of the GABA- and glycine-mediated chloride ion transport pathway as the only significantly altered biochemical pathway associated with 7 days of excessive ocular growth, thinning of the retina and choroid and altered ion distribution patterns accompanying profound refractive myopia^29^. The fact that the only pathway showing significant change after 7 days of FDMI was the chloride ion transport pathway is particularly important to understanding development of overly large volume eyes, which is the hallmark sign of myopia. As extensively studied since the early 70s^119^ and Reviewed in^120^, chloride channels reside in all plasma membranes and most intracellular organelles and are fundamental to all cell volume regulation, transepithelial transport and regulation of electrical excitability in general. Hence suppression of the Cl- channel pathways across the entire retina/RPE/choroid examined with RNAseq provides an explanation for the ultrastructurally described dehydration seen in FDM tissue in profoundly myopic eyes^22,29,39^.

### FDM recovery pathway changes – cone phototransduction first

By comparison with the stable conditions during prolonged occlusion, GSEA of RNAseq data showed rapid upregulation of many cellular processes but particularly upregulation of cone phototransduction and BARD1 expression following occluder removal and reintroduction of only 6 h of normally modulated light conditions. 

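At 6 h vs 0 h the BARD1 gene itself (ENSGALG00000003484) changed by 0.79 on the log2 scale (standard error 0.38, adjusted p = 0.433 from edgeR's quasi-likelihood test), with overlapping chicks (exact permutation test, p = 0.0857). The BARD1 list changed by 0.079 in mean centred log2 CPM over the same interval (exact permutation test, p = 0.143, adjusted p = 0.336), with 10 genes higher, 13 lower and a median log2 fold change of -0.017, which differs in sign from the mean. Of the 14 genes of the cone list called at 6 h in 1 direction or the other against the control, 12 were lower. PDE6C, for example, changed by -0.77 at 6 h vs 0 h (standard error 0.08, adjusted p = 8.62e-06 from edgeR).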

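At 24 h vs 0 h, the mean centred log2 CPM of the cone list differed by -0.04 (two-sided exact permutation test, p = 0.257), with 9 genes higher and 9 lower. Against the controls it differed by -0.026 (exact permutation test, p = 0.657). CNGA3 changed by -0.56 on the log2 scale from 0 h to 24 h (standard error 0.11, adjusted p = 0.015 from edgeR) and RGS9BP by -0.48 (standard error 0.08, adjusted p = 0.00286 from edgeR), while ARR3 changed by -0.08 (standard error 0.13, adjusted p = 0.89 from edgeR). The rise within the 24 h is that from 6 h.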

Within 24 h post occlusion, the new molecular state of retina/RPE/choroidal tissue was characterized by further upregulation of cone phototransduction consistent with the predictions of the RIDE model^34^. Our RNAseq findings also validate previous electrophysiological finding of cone photoreceptor sensitivity^38^ as well as our previous transcriptome work in chick using FDM^70^, and optical defocus (+ 10D and -10D) lenses^69,83^.

### Upregulation of BARD1 at 6 h recovery

Upregulation of the BARD1 pathway in the first 6 h of normal light conditions highlights that prolonged occlusion, profound myopia and the morphologically thinned choroid is persistently physiologically stressful to cellular function^121,122^. 

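At 6 h vs control the BARD1 list (23 genes tested) had an NES of 1.97 (adjusted p = 0.0114), with 15 genes higher and 8 lower. Its mean centred log2 CPM was -0.064 ± 0.048 in the controls and 0.088 ± 0.062 at 6 h (SD, n = 4 chicks), with no overlap between the chicks (two-sided exact permutation test, p = 0.0286, adjusted p = 0.14). The call did not hold under camera with a correlation estimated from the data (adjusted p = 0.537, within a range of 0.0113 to 0.537 over the alternatives). Within groups the list followed the common axis (Pearson r = -0.734, Spearman rho -0.826, permutation p = 0.0024, adjusted p = 0.00432). With the axis removed, a step chosen after the data were seen, it was higher by 0.153 at 6 h vs control. At 0 h vs control it was then higher by 0.102 (exact permutation test, p = 0.0286 each, adjusted p = 0.103), before any recovery. Over all genes tested, 1 gene of the list was called, and 1 when adjusted over the list alone. That gene was FANCA, with a log2 fold change of 1.65 (standard error 0.37, adjusted p = 0.0156 from edgeR), which lost its call without 1 of the chicks, at a largest adjusted p of 0.0626. BARD1 itself changed by 0.28 (standard error 0.36, adjusted p = 0.949 from edgeR). In the paper's sheet, 8 of the 10 genes of this pathway were tested and all were higher, with a median log2 fold change of 0.254. The controls were collected earlier in the day than the 6 h chicks.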

Over the last few years the BARD1 pathway has been reported to play a central role in the control of the cell cycle in response to DNA damage in many diseases and its regulation has been shown to mediate the formation of 'Lys-6′-linked polyubiquitin chains and coordinate a diverse range of cellular pathways such as DNA damage repair, histone ubiquitination and transcriptional regulation to maintain genomic stability^121–123^. The presence of BARD1 post profound FDM may be an early indicator of the types of cellular damage observed in human and animal myopia, especially with regard to thinning of the choroid and retina. This may explain why high myopia is a risk factor for secondary ophthalmic diseases later in life.

### Implications of suppressed ligand-gated chloride channel pathways for ocular growth

Significant suppression of the ligand gated chloride channel pathway following prolonged FDM is compatible with the notion that increases in axial length and thinning of the retina and choroid in response to FD occur concurrently with changes in the distribution of physiologically important ions including chloride, sodium, potassium and calcium across the posterior eye^22^. In a review of Ion Channels of the RPE, Wimmers et al.^33^ similarly to Gallemore et al.^30^, and Crewther^34^, have highlighted the role of Cl^−^ and K^+^ ions as the key drivers of transepithelial water transport and volume regulation in the retina and the interaction of the photoreceptors and the RPE. The established role of GABA and glycine in retinal third order neuronal transmission and in Cl^−^ transport^116,117^ would also suggest that hydrated Cl^−^ ions could play a particularly important role in axial growth during FD in animals^69,70,83^ and human myopia^8^. Indeed suppression of the GABA and glycine ligand-gated chloride ion-transport pathway in response to FD (Table 1) is also consistent with previous reports of significantly reduced retinal concentrations of GABA in chick FDM^16,124^ and GABA signal following abnormal axial growth in FD guinea pigs^71^. A number of pharmacological studies have also utilized GABA antagonists (e.g. TPMPA) to inhibit the response to FD by inhibiting axial elongation and vitreous chamber depth^16,125–128^. Downregulation of GABA and glycine in retinal tissue has also been seen in normally growing chicks over a 48 h period^129^, whereas the same study observed an increase in GABA signaling proteins in the same 6–48 h period when chicks wore negative lens wear and during which refractive compensation was achieved^129^.

### Ionotrophic GABA receptor distribution in the posterior eye

Interestingly GABA receptors, that play such an important role in major third order neuronal transmission^130^, are also found in abundance on RPE cells^131,132^ suggesting that suppression of such ligand-gated chloride channels in RPE and most retinal cells^133^ during FD would be expected to reduce the transretinal fluid efflux towards choroid and result in rapid increase of fluid in the vitreous and axial elongation. Furthermore, as the majority of GABA receptors identified in Table 1 are ionotropic, the role of ion homeostasis, particularly K^+^ and Cl^−^, in the development of axial elongation and myopia cannot be ignored. This is particularly so given the substantial evidence that fluid flow across the RPE is related to the ionic environment of the retina/RPE/choroid^30^. Spatial distribution of ions using X-ray microanalysis has revealed significant differences in the distribution of ions of phototransduction (Na, K, Cl, Mg and Ca) as well as other physiologically relevant ions (PO_4_^3−^ and SO_4_^2−^) known to be important for cellular functioning and structural integrity^22^. Taken together, these findings offer strong support for the role of light, cone phototransduction, RPE mechanisms, ion regulation and neurotransmission in driving myopia development and in no way refute the predictions of the RIDE model^34^.

### Metabolic recovery following reintroduction of temporally modulated light

Recovery from refractive myopia and reduced axial, vitreal and anterior chamber growth rates seen during the first 24 h following FD removal appear to be associated with both cone-dominated phototransduction and increased mitochondrial metabolism, especially at 6 h and 24 h post FD. These findings are consistent with our earlier FD microarray study^70^ and RNAseq study of refractively compensated negative lens-induced myopia in chick^69,134^. Interestingly, mitochondrial respiratory electron transport chain genes have also been identified in a human study of genetic myopia^135^, highlighting the important contribution of mitochondrial bioenergetics and the phototransduction cascade to ocular function and myopia development. This data is also in line with previous ultrastructural evidence of abnormal photoreceptor elongation, loss of mitochondrial integrity^29,39,136^, and oxidative stress^70^ during FD and subsequent reversal of most morphological changes in the 48 h following occluder removal in chick^29,137,138^. Indeed, our earlier microarray study^70^ indicated that mitochondrial respiratory complex 1 and 3 genes and mitochondrial reactive oxygen species (mROS)^139^ are upregulated during FDMI. The release of mROS has previously been suggested to be a response to cellular stress while coincidently acting as a signalling molecule to facilitate cellular adaptation to this stress^140^. In fact, mROS may upregulate cone photoreceptor pathways and hence neurotransmission in inner retina^141^, chloride transport and homeostasis^142^ which are the main processes we have reported previously following termination of occlusion and re-established normal light conditions^22,29^. Thus, the increase in mitochondrial electron transport chain mRNA seen 24 h after occluder removal (Fig. 5; Table 2) fits with the idea that the dark-adapted (low temporal luminance modulation) retinae require ~ 20% more metabolic activity than the same light-adapted retina^143^. This is not unexpected given that the FD retina has previously been shown to be in a pseudo dark-adapted state^37^ and associated with the re-accumulation of K^+^ in the subretinal space and exclusion of fluid under conditions of low temporal luminance modulation^22^. Importantly, the ATPase mechanism of the RPE apical surface is electrogenic and modulates the transepithelial potential which is closely related to the control of fluid flow across the RPE and so would be expected to be upregulated during form deprivation, lower in the first 6 h of normal light and then upregulated again during the ensuing night^34,144^.

### Immune pathways in recovery

The presence of immune related pathways in the recovery from the physiologically stressful FD condition and the upregulation of the BARD1 pathway suggest a role for the immune system in refractive compensation. Such an association has recently appeared in regards to the relation of clinical blood counts as measures of immune responses and inflammation and high myopia^145–147^. The identification of the complement pathway during recovery from FD is consistent with our earlier transcriptomic studies in chick^70,134^ and support previous well-described links between mitochondrial bioenergetics and the complement system in the body and in the eye^148–150^ and in many neurodegenerative diseases such as Alzheimer’s disease (AD), Parkinson’s disease (PD), and Amyotrophic Lateral Sclerosis (ALS)^151^.

Complement factors have also been associated with previous reports of human and animal refractive errors^70,134,152,153^ and should be expected in animal models of FD given the severe choroidal thinning and associated ultrastructural and ionic changes seen in FD eyes post occlusion^22,29^. These changes have also been demonstrated in choriocapillaris fenestration number, choroidal blood vessel permeability in chicks recovering from FDM^154^ and seen in oncosis^155,156^. The previously described increase in extravascular space edema^22,29^ and lymphatic vessel permeability^154^ immediately post-occlusion also supports our results here as well as the recent FD transcriptomics^70^. What was not expected is the involvement of other immune pathways besides complement in FD recovery.

### Limitations

Lastly, while our decision to use retina/RPE/choroid may be considered a limitation, we contend that investigation of the combined changes in expression of genes within the entire biological network of the eye is necessary to understand the photoreceptor induced temporal changes in form deprivation myopia seen in animal models. Indeed, when evaluated experimentally in combination with systematic system neuroscience review techniques, the impact of using inner and outer retina, RPE and choroid in large scale genomic and proteomic studies supports the idea that similar biological mechanisms are associated with FD and lens induced defocus, regardless of the varying combinations of tissues used^28^. Indeed, Fig. 5 illustrates the commonality of the biological processes that underlie the adaptive responses to environmental manipulation of temporal modulation of luminance information across the multiple tissue types of the posterior eye. Thus, we argue that the use of multiple tissues is not an impediment to our GSEA-based interpretation as evidenced by the robustness of our current findings with previous research in human and animals. Furthermore, GSEA has proven a useful tool in identifying significantly enriched biological pathways in large-scale ‘omic’ studies. However we also acknowledge that large-scale discovery-driven studies may produce false positives. Additionally the limited gene sets and the redundancy in the databases currently available in the Molecular Signature database may affect future interpretations of this data. Future studies may benefit from using a wider range of databases as well as re-analysing data periodically to account for updated gene and pathway information. Additionally, we have not considered the role of circadian rhythms of ocular refraction and gene expression, particularly with regard to the differences in refractive normalization seen at 6 h compared to 24 h recovery from FD. We do not have a circadian matched control for our 6 h recovery group and acknowledge that this may be a limitation in our study. Indeed, 2 circadian-related pathways (*RORA Activates Circadian Expression* and *Circadian Repression of Expression by REV-ERBa*) were highly expressed at 6 h recovery compared to the no lens control however this result should be taken with the understanding that the no lens control is not a circadian matched control for the 6 h recovery timepoint. 

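The circadian clock list (14 genes tested) had an NES of 1.31 at 6 h vs control (adjusted p = 0.26) and was not called. It was called without control 3 (NES 1.34), FDMR 6 h chick 18 (1.39) or FDMR 6 h chick 23 (1.37), and the members went both ways, 8 higher and 6 lower. Adjusted over the list alone, the quasi-likelihood test called 9 of the genes (6 higher, 3 lower), against 6 over all genes tested. PER2 had 1073 CPM in the controls and 563 at 6 h, and its log2 fold change was -0.93 (standard error 0.08, adjusted p = 7.65e-07 from edgeR). PER3 changed by -1.75 (standard error 0.16) and CRY2 by -0.52 (standard error 0.07), while ARNTL rose by 1.54 (standard error 0.10), NPAS2 by 0.84 (standard error 0.09) and NFIL3 by 1.60 (standard error 0.08). CLOCK changed by 0.32 (adjusted p = 0.273 from edgeR) and PPARGC1A by 0.36 (adjusted p = 0.22 from edgeR). PER2, PER3, CRY2 and NFIL3 were singled out after their values were seen. The leading-edge genes of the RORA pathway in the paper's sheet were all 4 higher, with a median of 0.596.

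**Figure D5:**
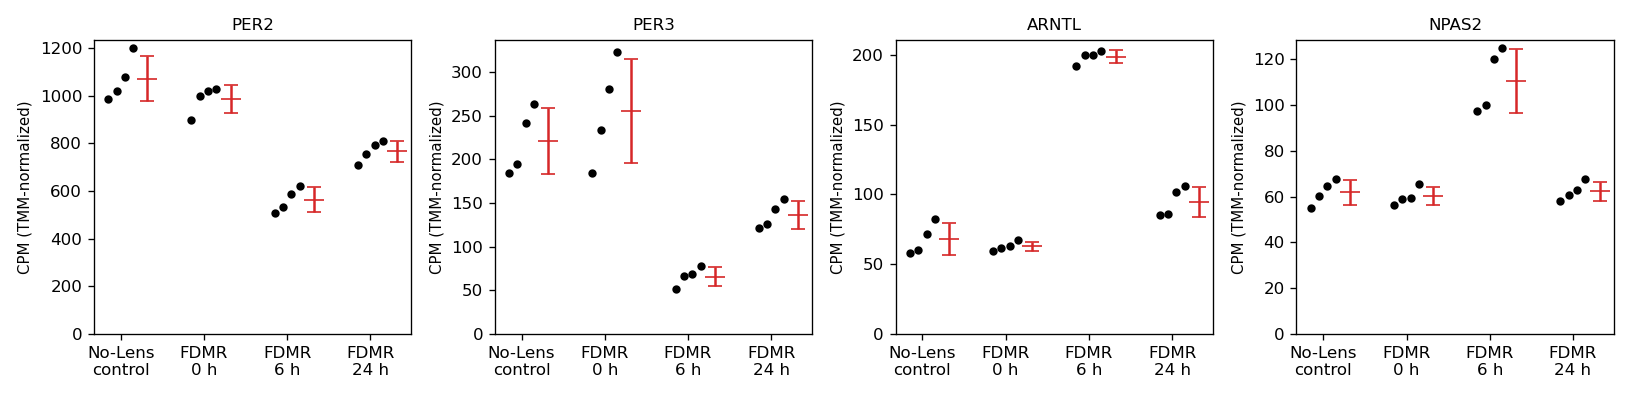
CPM of PER2, PER3, ARNTL and NPAS2 after TMM normalization for each chick (black points) with the mean and SD of each group (red), in No-Lens controls and after 0 h, 6 h and 24 h of recovery. The 6 h chicks, collected later in the day, lie apart from the controls in all 4 genes, with a mean of 65.7 CPM for PER3 against 221 in the controls.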

As such, we cannot conclude if circadian rhythms have an influence on refractive development and myopia. However, our no lens controls, 7 days induction, and 24 h recovery groups all experienced the same day/night patterns with tissue collected at approximately 10am. 

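Among the groups collected at the same hour, the circadian clock list was not called at 24 h vs control, where its NES was -0.96 (adjusted p = 0.558). Its mean score there was higher by 0.031 (exact permutation test, p = 0.543) and its median log2 fold change was 0.099, so the test and the mean differ in sign. At 0 h vs control its mean was higher by 0.043 (exact permutation test, p = 0.343) with a median of -0.036. No clock gene was called at 0 h vs control. Called at 24 h vs control were 3 over all genes tested and 5 when adjusted over the list alone. PER2 changed by -0.48 on the log2 scale (standard error 0.08, adjusted p = 0.00273 from edgeR) and PER3 by -0.69 (standard error 0.16, adjusted p = 0.0317 from edgeR), and ARNTL was higher by 0.46 (standard error 0.10, adjusted p = 0.026 from edgeR). Each had no overlap between the 4 chicks of 24 h and the 4 controls (exact permutation test, p = 0.0286). With 1 chick left out, the adjusted p stayed at or below 0.0154 for PER2 and reached 0.124 for PER3 and 0.114 for ARNTL. With the axis of differences between chicks as a covariate, again chosen after the data were seen, the values were 0.00325, 0.0468 and 0.0528. Against 0 h, the log2 fold changes at 24 h were -0.36, -0.89 and 0.58 for PER2, PER3 and ARNTL (adjusted p = 0.0237, 0.00581 and 0.00636 from edgeR).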

No circadian effects were highlighted suggesting that circadian rhythms effects on gene expression will be minimal and as such, may not be a factor in refractive development and myopia. Further studies should incorporate circadian matched controls to minimise circadian rhythm effects on gene expression.

## Conclusions

We conclude that axial myopia is an adaptive response to the environmental perturbation of the visual signal cascade (i.e. Phototransduction). This perturbation in phototransduction consequently affects the ionic environment of the photoreceptors, subretinal space and inner retina as predicted by the RIDE model via GABA and glycine pathway signalling and consequent effects on ligand-gated chloride channels and their role in transretinal fluid flow. Our identification of the different mitochondrial bioenergetic profiles observed between FDMI and FDMR could be considered as a potential molecular hallmark of the myopia condition. Most importantly our findings are also consistent with the predictions of the theoretical implications of the RIDE hypothesis highlighting the importance of light driven osmoadaptive pathways, enhanced mitochondrial bioenergetics and cellular immune responses, during the development of FD myopia and during refractive recovery.

## Supplementary Information

Supplementary Information

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/; Accession # GSE80327).

How the deposited data were processed for this re-analysis (not part of the article)

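The libraries are RNA-seq of the retina/RPE/choroid of the right eye of 16 male chicks, 4 No-Lens controls and 4 each after 0 h, 6 h and 24 h of recovery from form deprivation. The values deposited by the authors are read counts per gene from htseq-count, without normalization, for 17108 genes. A further 6 lines of the table name no gene (reads on no annotated gene, ambiguous reads, reads without a unique alignment and the like) and were kept out of library sizes and tests. Ambiguous reads made up 0.123% to 0.189% of a chick's total. The paper does not state the version of the annotation or the strand option of the counting, so genes that overlap and genes with near-identical copies are uncertain. Symbols came from the deposited table for 13771 genes, from the paper's supplementary tables for 4 and from RefSeq accessions for 83, and 3250 genes had none. The supplementary tables of the paper gave the authors' gene lists and leading-edge genes. Biometric measures, microarray comparisons and the ontology classification were not analysed here.

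Groups were taken from the sample labels, and the chick was the replicate throughout. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The filter kept genes with at least 10 counts in at least 4 libraries. CPM were computed from library sizes with TMM factors, and log2 CPM with a prior count of 2. The common dispersion was 0.0157. The 6 pairs of groups were compared by contrasts of the quasi-likelihood fit, and 6 h vs 0 h and 24 h vs 0 h jointly by its F-test. A gene list was scored per chick as the mean over its genes of log2 CPM centred on the gene's mean. The running sum of the list test used weight 1 and a floor on the SD of 0.2 times the mean. Each gene list has a p from random gene sets, which treats genes as independent, and a second p from chicks, and the 2 can differ.

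A count of 10 has a 95% counting interval of 4.8 to 18.4, a count of 100 one of 81.4 to 122 and a count of 1000 one of 939 to 1060, which are SDs of 31.6%, 10% and 3.16%. These intervals cover counting error only. At the median of 4016147 counts on genes per chick, genes of a few CPM therefore carry a large error.

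The design, the gene lists, the alternatives and the rule for the genes named in the text were set before the data were examined. The rule names the 3 genes with the largest rise and the 3 with the largest fall in each comparison, among called genes with a symbol, a mean of at least 10 counts and no overlap between the groups, the genes the paper names in its text or Table 1, and the leading-edge genes of the pathways it discusses. Values in the paper's tables count as seen. A few genes are not reported here. With members of the lists named beside them, 109 genes fall under it. The alternatives were DESeq2, limma-voom and edgeR's likelihood ratio test, RLE size factors in place of TMM, no filter and a filter at 1 CPM in 4 libraries, a fit with only the compared groups, all libraries thinned to 1553717 counts, an FDR of 1%, and leaving out each chick in turn. For gene lists they were Signal2Noise on log2 CPM, the limma moderated t as ranking metric, weight 0, camera with a correlation of 0.01, fry, RLE factors, the 1 CPM filter and all tested genes as the universe. For recovery time they were the rank of time and log2 CPM. Added after the data were seen were the axis of differences between chicks, as a covariate or removed, and camera with an estimated correlation.

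The fits were tested on simulated data, with the real means and library sizes and 200 genes changed by 1 on the log2 scale among the 11334 genes tested. At 0 h vs control the quasi-likelihood test called 156 of them and 5 unchanged genes, and the likelihood ratio test 165 and 19. At 6 h vs 0 h these were 150 and 9 against 162 and 19. The list test at 6 h vs 0 h called 20 of 20 lists raised by 0.4 on the log2 scale and 4 of 20 unchanged lists, at the adjusted p of 0.25.

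Lists of marker genes for 13 cell types were written out by hand and used to check for a varying share of cells. None had a median axis weight outside that of 10000 random lists (smallest adjusted p 0.607). From the control to 24 h, their mean scores changed by 0.041 for Mueller glia, 0.167 for amacrine, 0.135 for bipolar, 0.065 for ganglion and 0.326 for horizontal cells, 0.182 for rods, 0.238 for the pigment epithelium, 0.305 for melanin-producing cells, -0.045 for endothelium, 0.259 for connective tissue, 0.169 for smooth muscle, 0.012 for leukocytes and -0.636 for striated muscle. Over all comparisons, the smallest p of the exact permutation test (0.0286, n = 4 chicks, adjusted p = 0.279) was reached by that last change, by smooth muscle at 0 h vs control (0.459) and 6 h vs 0 h (-0.594), by ganglion cells at 6 h vs 0 h (-0.253), by the pigment epithelium at 24 h vs 6 h (0.435) and 24 h vs 0 h (0.151), and by melanin-producing cells (0.382) and rods (0.259) at 24 h vs 6 h.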

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

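Tests chosen only after the result was seen are those of the axis on gene counts and lists, of a tissue piece, the axis and library size for the genes falling with FGL2, of single chicks for the clock genes, of the hour of collection, and of other splits of the chicks for gene counts.

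In 26 of 276 groups of 4 chicks, 1 chick lay far from the other 3, by the ratio of its gap to the group's range. Chance alone gives about 1 in 20 groups. FDMR 6 h chick 23 and FDMR 24 h chick 26 account for 11 of these values, besides the score on the axis itself. Chick 23 lay apart in its score on the axis of differences between chicks (13.15 against -16.39 to -15.96, ratio 0.986), the citric acid cycle score (0.86), FGL2 (72.5 CPM, 0.968), GRK7 (0.898), KLHL34 (0.905) and RDH5 (0.84). Chick 26 lay apart in the GABA and glycine receptor score (0.903), the citric acid cycle (0.901), glucagon (0.865) and retinol (0.971) scores, GLRA2 (0.92) and RDH5 (0.912). With the axis removed, 3 of the 11 values were still far from their group, so the axis may account for most of them. The 3 are FGL2 and KLHL34 in chick 23 and the receptor score in chick 26, for which no cause was found. The design names no difference between chicks of 1 group, and no biological explanation was tested.

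In FDMR 24 h chick 29, the smallest library, reads without a unique alignment took 5.62% against 5.03% to 5.11% (ratio 0.864) and 12729 genes were detected (0.833). FDMR 0 h chick 13, the largest, had 0.16% ambiguous reads against 0.133% to 0.135% (0.926) and PTX3 at 1.24 CPM (0.959), which is a few counts. FDMR 24 h chick 30 held both counts of WNT7B in its group (ratio 1), and FDMR 6 h chick 18 held most of those of WNT9A (0.966). FDMR 6 h chick 21 lay apart in the receptor score (0.855). Single values were those of CLEC3B (0.945) and BMP2 (0.954) in FDMR 0 h chick 12, GLRA2 in chick 9 (0.843), SHC4 in chick 10 (0.84), and RGS9BP (0.886), ARR3 (0.87) and BMP2 (0.903) in control 3. Control 3 has the lowest score on the axis, -50.72. With the axis removed, the ratio was 0.322 for CLEC3B and 0.827 for BMP2 in chick 12, 0.269 for PTX3, 0.606 for GLRA2 in chick 9, and 0.649, 0.72 and 0.676 for RGS9BP, ARR3 and BMP2 in control 3, which are no longer far from their groups. It was 0.869 for SHC4, 0.96 for WNT9A, 0.99 for WNT7B and 0.837 for the receptor score of chick 21, which stay far, and no cause was found for SHC4 and the score. For the library measures of chicks 13 and 29 no explanation was tested.

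The change from the control differed between recovery times for 2 lists, tested as the difference between the 4 chicks at 24 h and the 4 at 6 h (exact permutation test, p = 0.0286 for both, the smallest it can give). The cone list changed by 0.431 more at 24 h than at 6 h, with all 4 chicks at 24 h above those at 6 h, and the retinol list by 0.501 more, also in 4 of 4. For the cone list, 3 of the 35 splits of these chicks gave a running-sum score as far from 0, so that this count does not exclude chance, while the scores of the 2 groups did not overlap and edgeR called 9 of the 18 genes. The 6 h chicks were collected later in the day. For the cone list, whose score at 24 h differed from that at 0 h by -0.04, recovery cannot be told apart from the hour of collection, since no control was collected at that hour. The retinol score at 24 h was 0.421 above that at 0 h and 0.541 above the control, both collected at the same hour as the 24 h group (exact permutation test, p = 0.0286 each, the smallest it can give, n = 4 chicks, adjusted p = 0.14), and at 6 h it was 0.04 above the control (p = 0.8), which argues against the hour of collection as its cause. The marker list of the pigment epithelium, which shares genes with the retinol list, also rose, by 0.435 from 6 h to 24 h and by 0.151 from 0 h to 24 h (exact permutation test, p = 0.0286 each, n = 4 chicks, adjusted p = 0.279), and a larger share of these cells was not tested as a cause.

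For 6 h and 24 h vs control the paper gives pathways with their leading-edge genes, and the test here called 310 genes at 6 h and 151 at 24 h. No other split of the chicks gave as many (1 of 35 in each case, the real one), and the largest counts in another split were 3 and 0. This argues against chance, although 1 of 35 is the smallest share possible. Of the genes called at 6 h vs control, leaving out clock genes, 40 were also called in the same direction at 24 h vs 0 h, 2 groups that share no library with the first comparison and were collected at the same hour, and 0 in the other direction. By edgeR 127 genes were called at 24 h vs 0 h and at most 1 in any other split of those chicks. If these 2 groups were collected at the same hour, as the paper states, this argues against the hour of collection as the cause for the 40. Of the 40, 22 had changed as much or more by 24 h. PER2, PER3 and ARNTL were called at 24 h vs 0 h as well, so a later collection of the 24 h group is not excluded. Of the other 264 genes, 223 had the same sign at 24 h vs 0 h. Genes vary together, and another split of these chicks gave 220 (exact permutation test, p = 0.0286, the smallest it can give, n = 4 chicks). With the axis removed it was 216, another split gave 219, and the exact permutation test gave p = 0.0571. For these genes one by one, recovery and the later hour cannot be told apart, because they were not called between groups of the same hour and the signs of all together depend on the axis.

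Compared with the control, 100 genes fell at 24 h, FGL2 among them. All 4 chicks at 24 h were below the 12 others in FGL2 (at most 51.5 CPM against at least 72.5), and these include chicks with full-sized libraries, which argues against library size. With the axis as a covariate 83 of the 100 were still called. Of 5 marker lists for pigment epithelium, vessels and connective tissue, 0 fell at 24 h (exact permutation test). With 5 to 7 genes each, the lists leave out called genes of vessels and connective tissue that are among the 100, so a loss of such cells cannot be told apart from an effect on these genes. Of all 13 marker lists, only that of striated muscle fell with the smallest p the test can give, by 0.636 (exact permutation test, p = 0.0286, n = 4 chicks, adjusted p = 0.279) with 3 of its 4 genes lower and 0 called by edgeR. In the 12 chicks of the other groups, the other 99 genes taken together followed FGL2 within groups, with a median Pearson r of 0.679 (random genes 0.047, permutation p = 1e-04, the smallest that 10000 draws can give). The median was 0.603 without FDMR 6 h chick 23, which had the lowest FGL2 of the 12, and 0.636 with the axis removed. EDNRB, singled out after its values were seen, had r = 0.967 and a log2 fold change of -3.26. Single genes ranged from -0.746 to 0.974, and CNGA3 (0.058), SLC24A2 (0.104) and PER3 (0.204), picked out after their values were seen, are among those that did not follow it. For the genes that did, a candidate explanation is a piece of tissue that dissection left in varying amounts and that was small in all 4 eyes at 24 h. Shared regulation of these genes during recovery would give the same correlation, and was not tested. Without FDMR 24 h chick 32 the comparison called 92 genes in place of 151.

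At 24 h vs control, collected at the same hour of the day, PER2 changed by -0.48, PER3 by -0.69 and ARNTL by 0.46 on the log2 scale (adjusted p = 0.00273, 0.0317 and 0.026 from edgeR), each with no overlap between the 4 chicks and the 4 controls. The largest adjusted p with 1 chick left out was 0.124 and each kept its direction, which argues against 1 chick as the cause, although PER3 and ARNTL then lost their calls. With the axis as a covariate the largest was 0.0528 (ARNTL), so the axis cannot be told apart from an effect for that gene, the value being close to the threshold. A later collection of the 24 h group would shift clock genes along their 6 h change more than other genes. Their slope was 0.346 against 0.547 for the other genes called at 6 h (permutation p = 0.619), and with 6 clock genes this cannot be told apart from a shift of the hour. A lasting effect of deprivation or recovery on the clock stays open.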

How the results depend on the processing

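Tests chosen only after the result was seen are those with the axis of differences between chicks and camera with an estimated correlation. No paired analysis was possible because the groups share no chick numbers.

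Apart from single chicks left out, counts of called genes moved by over 1.5 times in these settings. An FDR of 1% gave 1 gene at 0 h vs control, 210 at 6 h vs 0 h, 84 at 24 h vs 6 h, 54 at 24 h vs 0 h, 168 at 6 h vs control, 73 at 24 h vs control and 233 in the F-test. DESeq2 gave 8 at 0 h vs control, 340 at 24 h vs 6 h, 194 at 24 h vs 0 h, 261 at 24 h vs control and 649 in the F-test. The likelihood ratio test gave 12, 378, 225, 298 and 677 for the same 5. The compared groups alone gave 0 at 0 h vs control (398 at an unadjusted p under 0.05) and 92 at 24 h vs control. Thinned libraries gave 196 at 6 h vs control. The axis as a covariate gave 6 at 0 h vs control and 471 at 6 h vs control. For the overlap with recovery, DESeq2 gave 8, the likelihood ratio test 11, the compared groups alone 0 and the axis as a covariate 6. The cause was not tested, beyond the stricter threshold, fewer libraries and fewer counts that 3 of these settings are made of. Depth limits the counts, since thinning lowered each of them or left it the same.

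Leaving out 1 chick of the compared groups gave 1 to 2 genes at 0 h vs control (1 without control 4, 6 or 7 or FDMR 0 h chick 10 or 13, 2 without control 3 or FDMR 0 h chick 9 or 12). It gave 117 to 265 at 24 h vs 6 h (129, 134 and 130 without FDMR 6 h chicks 18, 19 and 21, 117 without FDMR 24 h chick 30 or 32). At 24 h vs 0 h it gave 64 to 110 (78 and 75 without FDMR 0 h chicks 12 and 13, 64 without FDMR 24 h chick 32). At 24 h vs control it gave 92 to 174 (92 without FDMR 24 h chick 32). The ranges were 268 to 299 at 6 h vs 0 h, 218 to 280 at 6 h vs control and 312 to 453 in the F-test. With any of the 16 chicks left out, the overlap ranged from 1 to 3. It was 1 without control 4, 6 or 7, FDMR 0 h chick 10 or 13, FDMR 6 h chick 21 or FDMR 24 h chick 29 or 30.

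The calls of the complement, retinol and glucagon lists at 24 h vs 0 h, the citric acid cycle and respiratory chain lists at 24 h vs 6 h and the cone list at 6 h vs 0 h, 24 h vs 6 h and 6 h vs control kept their direction and call in each alternative run. Among the lists at the comparisons named in this part, the called ones held under fry (largest adjusted p 0.236), and under camera with an estimated correlation all but 3 did, which were GABA and glycine receptors (0.274), respiratory chain at 6 h vs 0 h (0.393) and BARD1 at 6 h vs control (0.537). These are adjusted p values, and over the alternatives they ranged from 0.0156 to 0.821, 0.0156 to 0.393 and 0.0113 to 0.537. The citric acid cycle list at 6 h vs 0 h, followed only after its values were seen, kept its call under fry (adjusted p = 0.141) and lost it under camera with an estimated correlation (0.274), over a range of 0.0394 to 0.274. The receptor list also lost its call with Signal2Noise on log2 CPM (NES -0.86). For any list that setting is a weak check, because on log2 CPM the floor takes the place of the measured SD in well-expressed genes. The clock list at 6 h vs control was called by the limma moderated t (NES 1.34), weight 0 (1.77) and fry (adjusted p = 0.0123, range 0.0123 to 0.678). At 24 h vs control it was called by the limma moderated t (-1.27), and changed sign with Signal2Noise on log2 CPM (0.66) and weight 0 (1.23), as did its score with the axis removed (-0.002). At 0 h vs control it changed sign with weight 0 (-0.81), camera (adjusted p = 0.971) and camera with an estimated correlation (0.986). Against recovery time, BARD1 changed sign with the axis removed (0.62), the clock with log2 CPM (0.53) and the cone list with the rank of time (-0.98). The cone list was called with log2 CPM (1.38), and the citric acid cycle was not with the rank of time (1.08). The cause of these changes was not tested.

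With 1 chick left out, the NES of the receptor list ranged from -1.75 to -1.08 (not called without control 3, -1.08, control 6, -1.22, or FDMR 0 h chick 13, -1.2), that of the respiratory chain at 6 h vs 0 h from -1.69 to -1.07 (not called without FDMR 0 h chick 9, -1.18, or FDMR 6 h chick 19, -1.07), that of the clock at 0 h vs control from 0.68 to 1.49 (called without FDMR 0 h chick 13, 1.49) and at 6 h vs control from 1.15 to 1.39 (called without control 3, 1.34, or FDMR 6 h chick 18, 1.39, or 23, 1.37). Against recovery time it ranged from -1.1 to 0.8 for the receptors (positive without FDMR 0 h chick 9, 0.53, FDMR 6 h chick 21, 0.67, or FDMR 24 h chick 26, 0.8), -1.35 to -0.91 for BARD1 (called without FDMR 0 h chick 10, -1.35, FDMR 6 h chick 23, -1.27, or FDMR 24 h chick 26, -1.29), -1.16 to 0.85 for the clock (positive without FDMR 0 h chick 10, 0.59, or FDMR 24 h chick 26, 0.85, 30, 0.56, or 32, 0.53), 1.14 to 1.73 for the citric acid cycle (not called without FDMR 6 h chick 21, 1.29, or FDMR 24 h chick 26, 1.21, or 30, 1.14) and 0.58 to 1.58 for the cone list (called without FDMR 0 h chick 9, 1.58, 10, 1.51, 12, 1.37, or 13, 1.48).

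In all, 459 values under an alternative kept their direction and side of the threshold or stayed within 1.5 times, 48 counts or values moved, 16 changed sign, 16 gained a call and 13 lost it. For named genes, 99 pairs of gene and comparison held 73 calls, of which 61 held without any 1 chick, and none changed direction. Of these pairs, DESeq2 added 6 calls, thinning removed 9, and RLE factors changed none.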

Differences from the paper's values

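Counts of genes. At 0 h vs control the paper's count is 13 and the count here 3. Of the 9 alternatives set before the data were examined, apart from leaving out chicks, only the likelihood ratio test came within the range (12), and none of the 8 fits without 1 chick did. DESeq2 gave 8, limma-voom 2, RLE factors 3, no filter 2, the 1 CPM filter 3, the compared groups alone 0, thinned libraries 3 and an FDR of 1% gave 1. For 24 h vs 6 h the paper's count is 386 and the count here 220, with DESeq2 (340), the likelihood ratio test (378) and the fit without FDMR 6 h chick 23 (265) within the range, and the other alternatives outside. Without control 3, which is in neither group, the count was 297, also within the range. For 24 h vs 0 h the paper's count is 216 and the count here 127, with DESeq2 (194) and the likelihood ratio test (225) within the range and the other alternatives outside. Without control 3 it was 154 and without FDMR 6 h chick 23 it was 148, both within the range. For the F-test the paper's count is 828 and the count here 420, with DESeq2 (649) and the likelihood ratio test (677) within the range and the others outside. The axis as a covariate, chosen after the values were seen, gave 295 at 24 h vs 6 h, 188 at 24 h vs 0 h and 629 in the F-test, within the range, and did not call 166 of the paper's 386 genes and 60 of its 216. Here and below, the range is that of values within 1.5 times the paper's.

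Overlaps. The paper gives 11 genes shared by prolonged occlusion and recovery and 2 in prolonged occlusion alone, against 3 and 0 here. For the shared genes, DESeq2 (8) and the likelihood ratio test (11) were within the range and the others not, and for prolonged occlusion alone no setting was (0 to 1, the 1 from the likelihood ratio test). The 0 is a count of quasi-likelihood calls, of which there were 3, with 454 genes at an unadjusted p under 0.05. The paper gives 744 genes changed in recovery, against 494 here. DESeq2 (670), the likelihood ratio test (760) and the fits without control 3 (596), control 7 (499), FDMR 6 h chick 23 (502) and FDMR 24 h chick 26 (539) were within the range, and limma-voom, the compared groups alone and the other chicks left out were not. RLE factors (499) and the 1 CPM filter (497), not set as alternatives for this value, also came within it. The paper's 174 genes at 24 h vs 6 h alone compare with 67 here, with DESeq2 (123), the likelihood ratio test (153) and the fits without control 3 (116) and FDMR 24 h chick 26 (116) within the range and the others not, down to 18 without FDMR 6 h chick 18. Its 63 genes at 24 h vs 0 h alone compare with 22 here, with DESeq2 (45) and the likelihood ratio test (63) within the range and the others not (12 to 40 with 1 chick left out). Its 16 genes in all 3 comparisons compare with 10 here, with DESeq2 (17), the likelihood ratio test (19) and the fits without control 3 (13), control 7 (11) and FDMR 6 h chick 23 (12) within the range and the others not, down to 5 without FDMR 0 h chick 9 or 13 or FDMR 24 h chick 32, and the 1 CPM filter (11) also came within it. For genes at 24 h vs 6 h and 24 h vs 0 h only, the paper gives about 68 in Fig. 2b, read by eye, against 43 here, with DESeq2 (65), the likelihood ratio test (71) and the fits without control 3 (50), control 7 (46) and FDMR 6 h chick 23 (57) within the range and the others not, and the fit with no filter (47) also came within it. The axis as a covariate, chosen after the values were seen, came within the range for 744 (706), 63 (42), 16 (19) and about 68 in Fig. 2b (52), and did not call 21, 166 and 60 of the paper's 439, 386 and 216 genes.

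Genes. Of the paper's 13, 439, 386 and 216 genes, 3, 355, 218 and 125 were called here. The likelihood ratio test called 9, 423, 347 and 191 of them and DESeq2 8, 399, 316 and 174. The fit with the axis as a covariate, chosen after the values were seen, called 5 of the 13 and dropped 8. The log2 fold changes matched closely, with median differences of 0.003, 0.001, 0.004 and 0.005.

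WFIKKN2 stands in the paper's list for 24 h vs 0 h with an FDR far smaller than the ones the paper gives for this gene in its other lists, while here it changed by 0.24 with an adjusted p of 0.198 from edgeR. In its table of pathways the paper counts 14 contributing genes for the cone pathway at 6 h vs 0 h and lists 11.

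Directions. In its discussion the paper speaks of higher cone phototransduction after occluder removal. At 6 h the cone list had an NES of -2.19 against 0 h, as in the paper's own table, and from 6 h to 24 h it was 2.07. In its results the paper describes the pathway at 6 h as still suppressed. At 0 h the score differed from the controls by 0.014 (exact permutation test, p = 0.771), so the low level arose after occluder removal. The paper also speaks of a further rise within 24 h, and at 24 h vs 0 h the score differed by -0.04. It states that mitochondrial changes were absent in the first 6 h, and the respiratory chain list was called at 6 h vs 0 h with an NES of -1.37 (adjusted p = 0.11), which chicks did not bear out (exact permutation test, p = 0.2). The citric acid cycle list was called at 6 h vs 0 h too (NES -1.65, adjusted p = 0.0414). Its score fell by 0.193, with 12 of 18 genes lower (exact permutation test, p = 0.0857, n = 4 chicks, adjusted p = 0.257), and by 0.107 with the axis removed, a setting chosen after the data were seen (p = 0.0286, the smallest the exact permutation test can give, adjusted p = 0.103). The paper states that no effect on the circadian clock stood out among groups of the same hour. The list was not called at 24 h vs control (NES -0.96), as the paper has it, while PER2 changed by -0.48, PER3 by -0.69 and ARNTL by 0.46 on the log2 scale. It states that circadian pathways were higher at 6 h vs control, and the clock list was not called there in the fit used (adjusted p = 0.26), while fry gave 0.0123, the limma moderated t 0.234 and weight 0 gave 0.0545, over a range of 0.0123 to 0.678. The 4 leading-edge genes of the RORA pathway in the paper's sheet were all higher there, 2 of them called, with a median log2 fold change of 0.596. SLC24A2 is described as rising from 6 h to 24 h, and it rose by 0.22 without a call (adjusted p = 0.139 from edgeR, 0.0435 from DESeq2).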

Other observations

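Tests chosen only after the result was seen are those of other splits of the chicks for gene counts, of the axis on gene counts and lists, and of shared libraries.

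Chicks of 1 group differed along a common axis that held 39.5% of the within-group variance. The scores were -50.72, -4.81, 3.26 and 16 in controls 3, 4, 6 and 7, -26.25, 15.19, 17.49 and 1.61 in FDMR 0 h chicks 9, 10, 12 and 13, -16.21, -16.39, -15.96 and 13.15 in FDMR 6 h chicks 18, 19, 21 and 23, and -12.51, 33.8, 19.13 and 23.22 in FDMR 24 h chicks 26, 29, 30 and 32. Within groups the axis did not follow counts on genes (Pearson r = -0.176, Spearman rho -0.5, permutation p = 0.567, adjusted p = 0.661 over 7 measures, r = -0.0101 without the 2 extreme chicks), and it was the same after thinning (r = 0.9998), which argues against depth. The share of the 10 largest genes had r = 0.426 (rho 0.25, permutation p = 0.145, adjusted p = 0.203, r = 0.202 without 2 chicks), and leaving out 16 such genes left the axis as it was (r = 0.9998). It went with fewer reads outside annotated genes (r = -0.765, rho -0.6, permutation p = 0.0073, adjusted p = 0.0511, r = -0.532 without 2 chicks). The other measures were the share of ambiguous reads (r = 0.585, rho 0.658, permutation p = 0.048, adjusted p = 0.168, r = 0.643 without 2 chicks), of reads without a unique alignment (0.401, 0.45, 0.145, 0.203 and 0.779), of mitochondrial counts (0.446, 0.25, 0.121, 0.203 and 0.221) and the number of genes detected (0.089, 0.2, 0.796, 0.796 and 0.162), in the same order. RNA quality or genomic DNA could give the relation with reads outside genes and so could a change in expression, and they cannot be told apart, since no quality measure per chick was used. Gene span had rho = -0.174 over 9441 genes, and because spans are not transcript lengths a length bias cannot be told apart. Of 13 marker lists, 0 stood outside random lists, with top genes such as GLUL at 2170 CPM and RPE65 at 584 CPM. With 3 to 7 genes per list and members going both ways, a varying share of cells cannot be told apart either. GC content was not tested. The design names no cause within groups, and no biological explanation was tested.

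The axis as the whole cause of the following results, apart from the citric acid cycle, is argued against by what was left after its removal. Of the 220 genes called at 24 h vs 6 h, 191 were still called with it as a covariate. The NES with the axis removed was 1.56 for the citric acid cycle and 2.02 for the respiratory chain at 24 h vs 6 h, 1.77 for glucagon, 1.94 for complement and 2.02 for retinol at 24 h vs 0 h, and 1.83 for BARD1 at 6 h vs control. The difference in citric acid cycle score at 24 h vs 6 h fell from 0.298 to 0.1, so much of its size went with the axis. What was left was within the spread between chicks (exact permutation test, p = 0.0857, n = 4 chicks, adjusted p = 0.244). For this list the axis as the whole cause therefore stays open, since its NES treats genes as independent.

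Other splits of the same chicks were counted for 30 counts and lists, and 16 had a share of 1 in 35, 1 in 100 or 2 in 100. A share of 1 in 35 is the smallest possible, and shares were not adjusted over the 30. At 0 h vs control the share was 1 of 35, with 3 genes called against 1 in another split. The compared groups alone called 0 genes, so chance is not excluded for these 3. Only the real split gave as many genes at 6 h vs 0 h (1 of 35), 24 h vs 0 h (1), 6 h vs control (1), 24 h vs control (1) and in the F-test (1 of 100). The largest counts in another split were 0, 1, 3, 0 and 133, against 362, 127, 310, 151 and 420, which argues against chance for these counts. At 24 h vs 6 h chance was not excluded (2 of 35). The second split, FDMR 24 h chick 26 with FDMR 6 h chicks 18, 19 and 21 against the others, called 249 genes, of which 14 were also called at 24 h vs 6 h. It follows the axis (at most -12.51 on one side, at least 13.15 on the other), and with the axis as a covariate it called 1 gene, against 295 for the real groups. Since the axis itself separates the sides of that split, the covariate was bound to remove its calls. The 1 against 295 therefore does not decide between the splits. Only the real split scored as far from 0 for the respiratory chain at 24 h vs 6 h (1), BARD1 (1), complement (1), glucagon (1), retinol (1) and the cone list at 6 h vs 0 h (1) and 6 h vs control (1). Such a share is the smallest possible and was not adjusted over the 30, so it does not by itself exclude chance for these lists. Per chick the evidence is weaker, with an exact permutation p of 0.0571 for the respiratory chain (n = 4 chicks, adjusted p = 0.22). It was 0.0286, the smallest possible, for the others (adjusted p = 0.14). Another split came close for glucagon (running sum 0.768 against 0.776) and the cone list at 6 h vs 0 h (0.768 against -0.787). It was also near for the cone list at 6 h vs control (0.778 against -0.816) and the respiratory chain (0.595 against 0.638). The margin was wider for complement, BARD1 and retinol. Chance was not excluded for the receptors (8), the respiratory chain at 6 h vs 0 h (10) or the citric acid cycle (2). Nor was it for the clock at 0 h (12), 6 h (5) and 24 h vs control (14) or the cone list at 24 h vs 6 h (3). The cone scores at 24 h and 6 h did not overlap all the same (exact permutation test, p = 0.0286, n = 4 chicks, adjusted p = 0.14), and 9 of its 18 genes were called. Of 100 drawn assignments of recovery time, as many as 95 for the receptors, 6 for the respiratory chain, 65 for BARD1, 94 for the clock, 43 for the citric acid cycle and 62 for the cone list gave a running-sum score as far from 0, and chance was not excluded. For complement (2) and glucagon (2), another assignment scored higher than the real one, at 0.772 against 0.731 and 0.745 against 0.697. With shares not adjusted over the 30, chance is not excluded for these 2 lists either. For retinol (1) no other assignment scored as high, with at most 0.698 against 0.719.

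Overlap of comparisons that share libraries. In libraries simulated without differences between groups, up to 3 of the 3 top genes of 0 h vs control were among the top genes of recovery, as many as observed, so the overlap cannot be told apart from the shared 0 h libraries with 3 genes. Genes shared by 6 h vs 0 h and 24 h vs 6 h numbered 110, against at most 56 in the simulated libraries. This argues against independent variation of genes in the shared 6 h libraries as the whole cause. Each simulated gene was drawn on its own, without the common axis of differences between chicks. A joint shift of genes in the shared 6 h chicks was therefore not covered and stays open. Across all genes the log2 fold changes of these 2 comparisons had r = -0.566, against -0.48 in the simulated libraries.

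No 2 libraries were repeats of 1 another. Over 120 pairs, the smallest ratio of a pair's differences to counting error was 2.04, which argues against 1 library deposited under 2 names. A single wrong label would not show there.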
